# The nonsteroidal anti-inflammatory drug sulindac reverses obesity-driven immunosuppression and triple-negative breast cancer progression

**DOI:** 10.1186/s13058-025-02134-2

**Published:** 2025-10-24

**Authors:** Michael F. Coleman, Shannon B. McDonell, Lydia K. Eisenbeis, Emily N. Devericks, Jobin Chandi, Om Dave, Jane B. Pearce, Sylvia Wang, Morgan Cody, Ximena M. Bustamante-Marin, Elaine M. Glenny, Erika T. Rezeli, Alyssa J. Cozzo, Ciara H. O’Flanagan, Brooke E. Bathon, Saame Raza Shaikh, Ginger L. Milne, Michael K. Wendt, Nadia A. Lanman, Dorothy Teegarden, Stephen D. Hursting

**Keywords:** Obesity, Inflammation, TNBC, Antitumor immunity, Tumor microenvironment

## Abstract

Obesity affects over 40% of women in the US and increases the risk and progression of several cancers, including triple-negative breast cancer (TNBC), in part through chronic low-grade inflammation and impaired antitumor immunity. While weight loss can reverse obesity-driven cancer risk, cost and other factors limit the accessibility of effective weight loss interventions. This study investigated whether sulindac, a nonsteroidal anti-inflammatory drug (NSAID), could mitigate obesity-driven TNBC progression. Using multiple preclinical models, we demonstrate that sulindac treatment abrogates obesity-accelerated tumor growth and metastasis without affecting body weight or composition. Bulk transcriptomic profiling revealed obesity-driven suppression of immune-related gene signatures in the tumor microenvironment (TME)—including antigen presentation—while sulindac treatment restored these signatures. Single-cell RNA sequencing identified sulindac-mediated reprogramming of tumoral metabolism toward oxidative phosphorylation and restoration of antigen presentation machinery in tumor-associated macrophages. Sulindac also reversed obesity-driven reduction in T cell receptor diversity within the TME. We conclude that sulindac treatment remodels the TME and restores obesity-associated impairments of immunosurveillance, offering a potentially accessible intervention to limit obesity-driven TNBC progression. We demonstrate that NSAIDs, which are generally safe, cheap, and readily available, limit the burden of obesity-driven TNBC preclinically, warranting further evaluation as a targeted clinical intervention.

**Graphical abstract:**

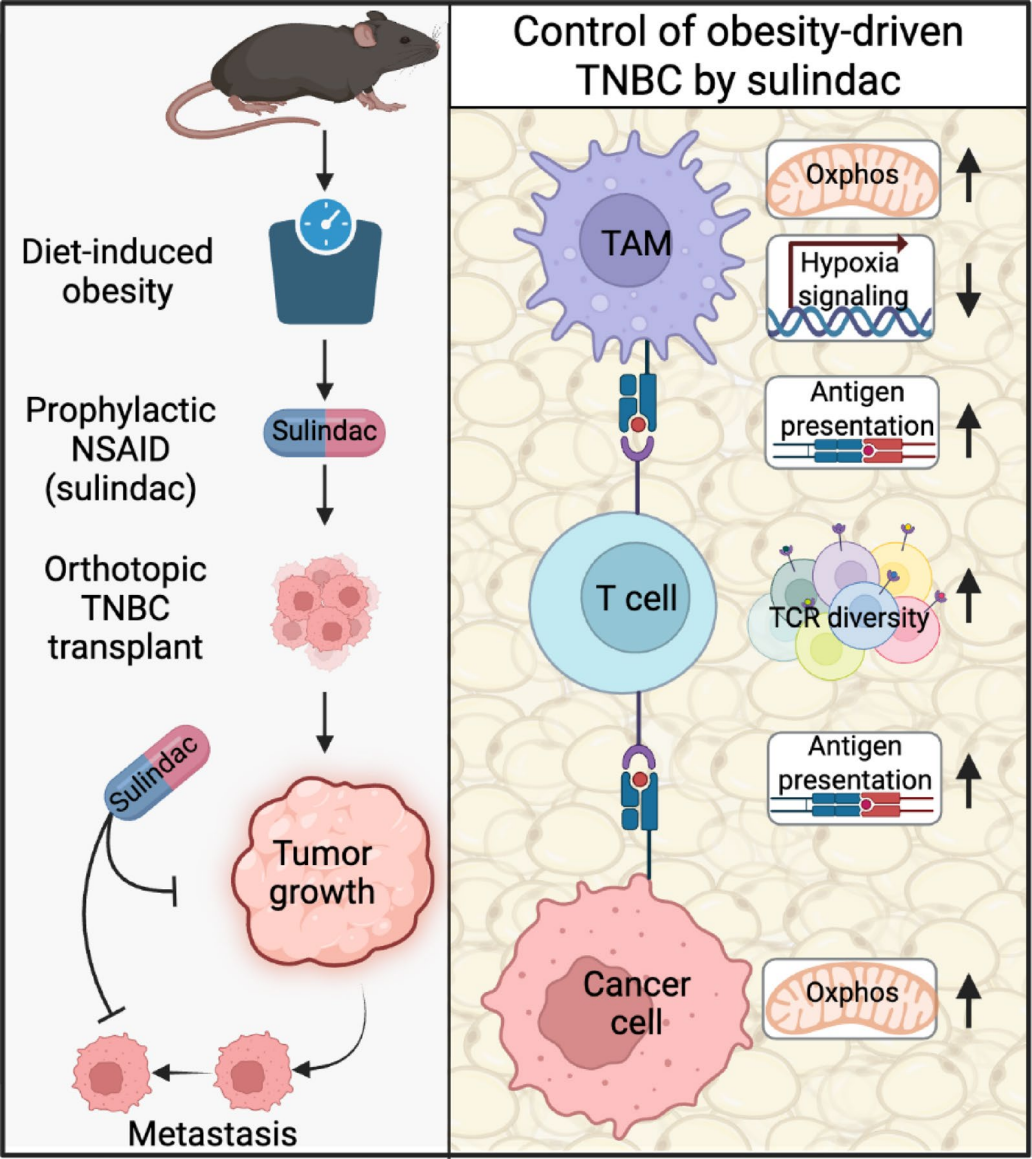

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-025-02134-2.

## Introduction

Obesity, a disease that affects over 40% of US women [1], promotes the development and progression of several cancers including triple-negative breast cancer (TNBC) [2–4]. Metastatic TNBC (mTNBC) has markedly poor prognosis [3], and intervention strategies for controlling TNBC and its metastatic progression are urgently needed. Factors contributing to the increased risk of TNBC in patients with obesity include chronic low-grade inflammation, impaired immune function, and elevated growth factor signaling [3, 5]. Sustained weight loss reverses many obesity-associated metabolic and inflammatory changes in patients with obesity [6]. Sustained weight loss in women following bariatric surgery reduces the incidence of all cancers combined by > 30%, and obesity-driven cancers, including breast cancer, by > 40% [7, 8]. However, while bariatric surgery reliably induces weight loss and effectively treats various other obesity-associated comorbidities, cost, surgery-associated risk, and social factors make it inaccessible to most qualifying patients [9]. Similarly, modern incretin-mimetic drugs, such as semaglutide and tirzepatide, are effective treatments for obesity [10, 11] but high cost limits their accessibility, and their anticancer effects remain to be fully established. Additionally, while preclinical evidence holds promise that these pharmacotherapies blunt obesity-driven TNBC growth [12], epidemiologic or clinical evidence is lacking. Traditional lifestyle interventions are theoretically highly accessible and can promote weight loss. However, weight loss is typically modest and exceptionally difficult to maintain [13]. Thus, for most patients with obesity, there is a dearth of simple, accessible, and effective interventions to mitigate heightened TNBC risk.

TNBC progression is a complex process driven by intrinsic tumor cell properties, extrinsic signals, and immunoregulation within the tumor microenvironment [14]. In TNBC cancer cells, obesity-derived molecular cues promote epithelial-to-mesenchymal transition (EMT) [15], extracellular matrix remodeling [16], and the formation of metastasis-initiating cells [17], thereby accelerating tumor progression. Extrinsic to cancer cells one of the most potent checks on tumor progression is immunosurveillance in the TME mediated in part through the adaptive immune system. Evidence that obesity impairs the normal functioning of adaptive immunity first emerged in vaccine efficacy data [18] and has grown progressively [19]. Indeed, in obesity, chronic inflammation and metabolic perturbations limit the ability of T cells to control tumor growth, including TNBC growth. Numerous obesity-associated antitumor immunity defects have been implicated in impairment of antitumor immunity by obesity, including diminished tumor-associated macrophage (TAM) antigen presentation [20], altered TAM metabolism [21], and dysfunctional T cell metabolism [22, 23]. Preclinical evidence indicates that restoration of antitumor immunity is an important mechanism through which weight loss limits obesity-driven tumor growth [23–25].

Over the past several decades a capacious understanding of the role for inflammatory signaling in cancer has developed [26], with numerous investigators finding that systemic anti-inflammatory treatment using nonsteroidal anti-inflammatory drugs (NSAIDs) limits progression of breast, and other, cancers [27, 28]. Moreover, chronic low-grade inflammation is a hallmark of obesity that both promotes tumor progression and blunts antitumor immunity [29]. While inflammatory signals can have mixed effects on tumor initiation and growth, they are generally associated with increased metastatic spread. Oxylipins produced by COX1 and COX2 (the molecular targets of NSAIDs) mediate both obesity and tumor associated inflammation, and play critical roles in cancer progression by regulating inflammation and its resolution [19, 30, 31]. Additionally, in cancer cells many inflammatory signals, including IL6, TNF, and oxylipins [32, 33], directly regulate cellular metabolism [32, 33], further complicating the study of inflammation in cancer. Importantly, the presence of a tumor-extrinsic inflammatory insult frequently promotes tumor progression and is readily targetable by systemic anti-inflammatory treatments. For example, acute post-surgical inflammation promotes breast cancer metastasis and can be mitigated by treatment with NSAIDs [34].

Using single cell and bulk transcriptomic profiling of TNBC, we investigated how treatment with sulindac (a prototypical NSAID) limits obesity-driven progression of TNBC. We identify TME remodeling as key to the protective effects of sulindac. Specifically, sulindac restores markers of antitumor immunity while suppressing tumor growth and metastasis; enforcing a tumoral metabolic program that restores antigen presentation and T cell receptor (TCR) diversity suppressed by obesity (see graphical abstract).

## Results

### COX1/2 inhibition abrogates obesity-driven TNBC growth and metastasis

Obesity is well established to induce systemic inflammation, which consequently promotes TNBC growth and progression [5], which we and others have modeled effectively in vivo [22, 25, 35]. Hence, we sought to determine whether suppression of inflammation via treatment with an NSAID could limit TNBC primary tumor growth and metastatic spread in diet-induced obese (DIO) mice. We selected sulindac as our NSAID because it potently inhibits both COX1 and COX2 to block prostaglandin production. Normoweight control (Con) and DIO mice were treated with (ConSul and DIOSul) or without sulindac (140 ppm via diet) for 5 weeks, then orthotopically injected with one of 3 mTNBC cell lines (E0771, metM-Wnt^lung^, and metM-Wnt^liver^). Obesity accelerated TNBC progression, resulting in more rapid tumor growth and larger terminal tumor mass (Fig. 1A–F) and promoted lung metastasis (Fig. 1G–I) across all three TNBC cell lines, an effect which sulindac treatment consistently abrogated (see graphical abstract). We monitored body weight over the course of sulindac treatment and found sulindac to cause little to no weight loss, foreclosing the possibility that sulindac’s antitumor effects arouse due to weight loss or reduced metabolic impairment (Fig. S1A, B). Similarly, mammary fat pad and visceral adipose tissue mass were not reduced in sulindac-treated mice, indicating that the anticancer activity of sulindac was independent of weight loss or changes in body composition (Fig. S1C, D). COX1/2 potently regulate inflammation by directing intracellular production of prostaglandins. Therefore, we confirmed that sulindac treatment suppressed tumoral prostaglandin E_2_ (PGE_2_) levels in both control and DIO mice (Fig. S1E). Sulindac also suppressed PGF2, 6-keto PGF1ɑ, and 9,10-EpOMEs in DIO mice, which confirms that a drug concentration sufficient to limit COX activity was achieved within the TME (Fig. S1F–H).

**Fig. 1:**
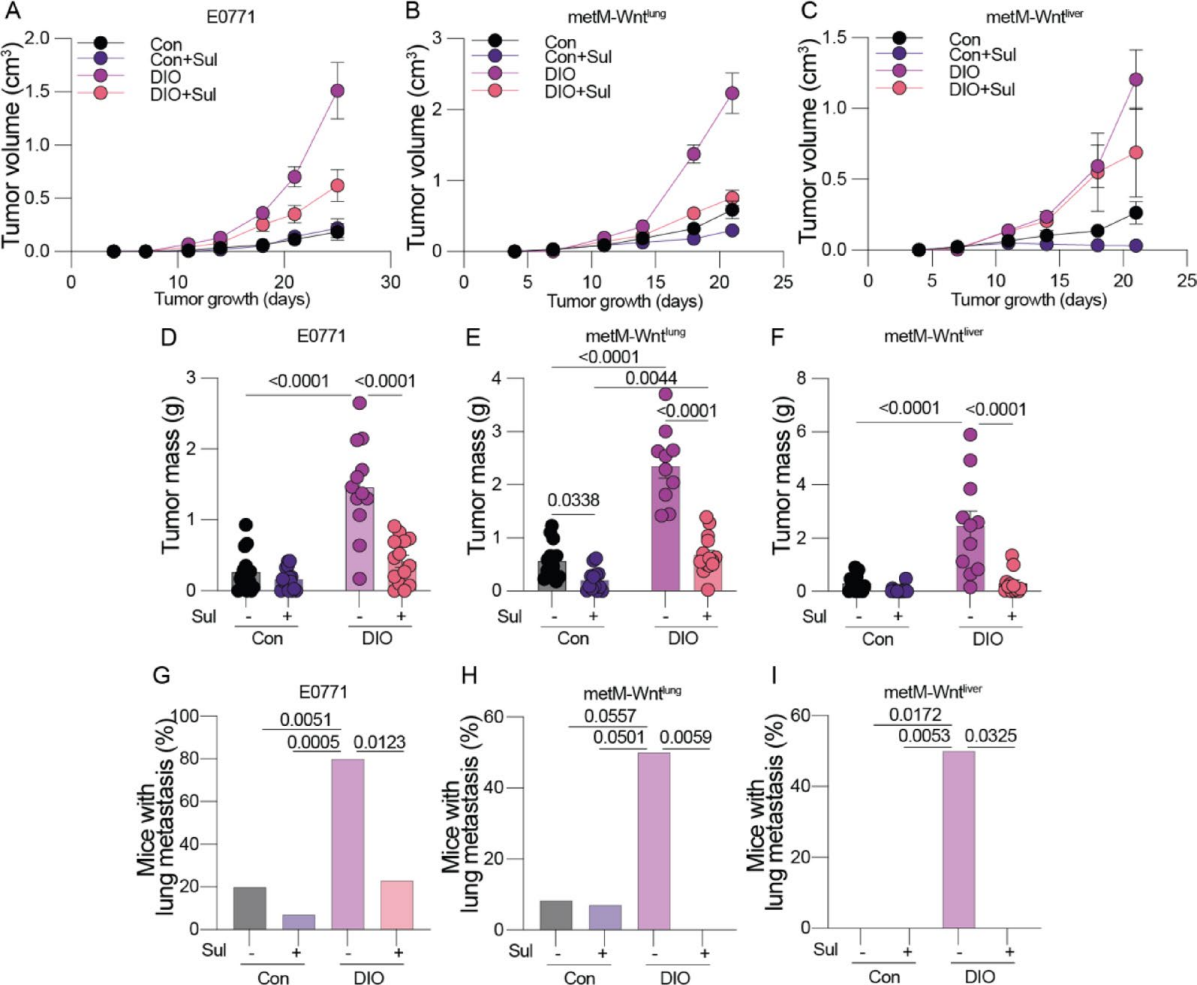
Sulindac suppresses obesity-driven TNBC growth and metastasis. Normoweight control (Con) and obese (DIO) mice treated with or without sulindac (Sul). Con, ConSul, DIO, and DIOSul mice were orthotopically injected with E0771 (n = 12–16/group), metM-Wnt^lung^ (n = 10–13/group), or metM-Wnt^liver^ (n = 11–20/group) cells. Mammary tumor growth over time of E0771 (**A**), metM-Wnt^lung^ (**B**), and metM-Wnt^liver^ (**C**) tumors. Mass of E0771 (**D**), metM-Wnt^lung^ (**E**), and metM-Wnt^liver^ (**F**) tumors. Percentage of mice with lungs containing micrometastases from E0771 (**G**), metM-Wnt^lung^ (**H**), and metM-Wnt^liver^ (**I**) tumors. Statistical significance determined by two-way ANOVA followed by Šídák's post hoc test (**D**–**F**) or Fisher’s exact test with posthoc correction for multiple hypothesis testing (**G**–**I**)

### COX1/2 enables mTNBC cell migration

Metastatic progression of TNBC represents a distinct cascade of events wherein cancer cells migrate from the primary tumor, enter circulation, and subsequently establish colonies in distal sites. Migratory capacity and metabolic reprogramming are critical for this metastatic cascade [36]. To explore how tumor cell-intrinsic differences may drive growth and migratory capacity, we first turned to established in vitro murine paired, and metabolically distinct, nonmetastatic and metastatic TNBC cell lines to determine cellular underpinnings of metastatic capacity.

We compared the transcriptomic profile of cultured parental, nonmetastatic M-Wnt cells with metastatic subclone lines previously isolated from lung or liver metastatic lesions (metM-Wnt^lung^ and metM-Wnt^liver^, respectively) [35]. Using gene set enrichment analysis (GSEA), we found that relative to the nonmetastatic M-Wnt cells, both metastatic subclones displayed suppressed signatures of oxidative phosphorylation and enriched signatures of inflammation (Fig. 2A, B). IL-2-STAT5 signaling was consistently elevated in metastatic subclones relative to the nonmetastatic parental line, with numerous other inflammation-related gene sets elevated in metM-Wnt^lung^ cells relative to M-Wnt cells (Fig. 2A, B). We also found that relative to M-Wnt cells, both metastatic subclones expressed higher levels of COX1 (*Ptgs1*), while metM-Wnt^liver^ cells also had elevated COX2 (*Ptgs2*) expression (Fig. S2A, B).

**Fig. 2:**
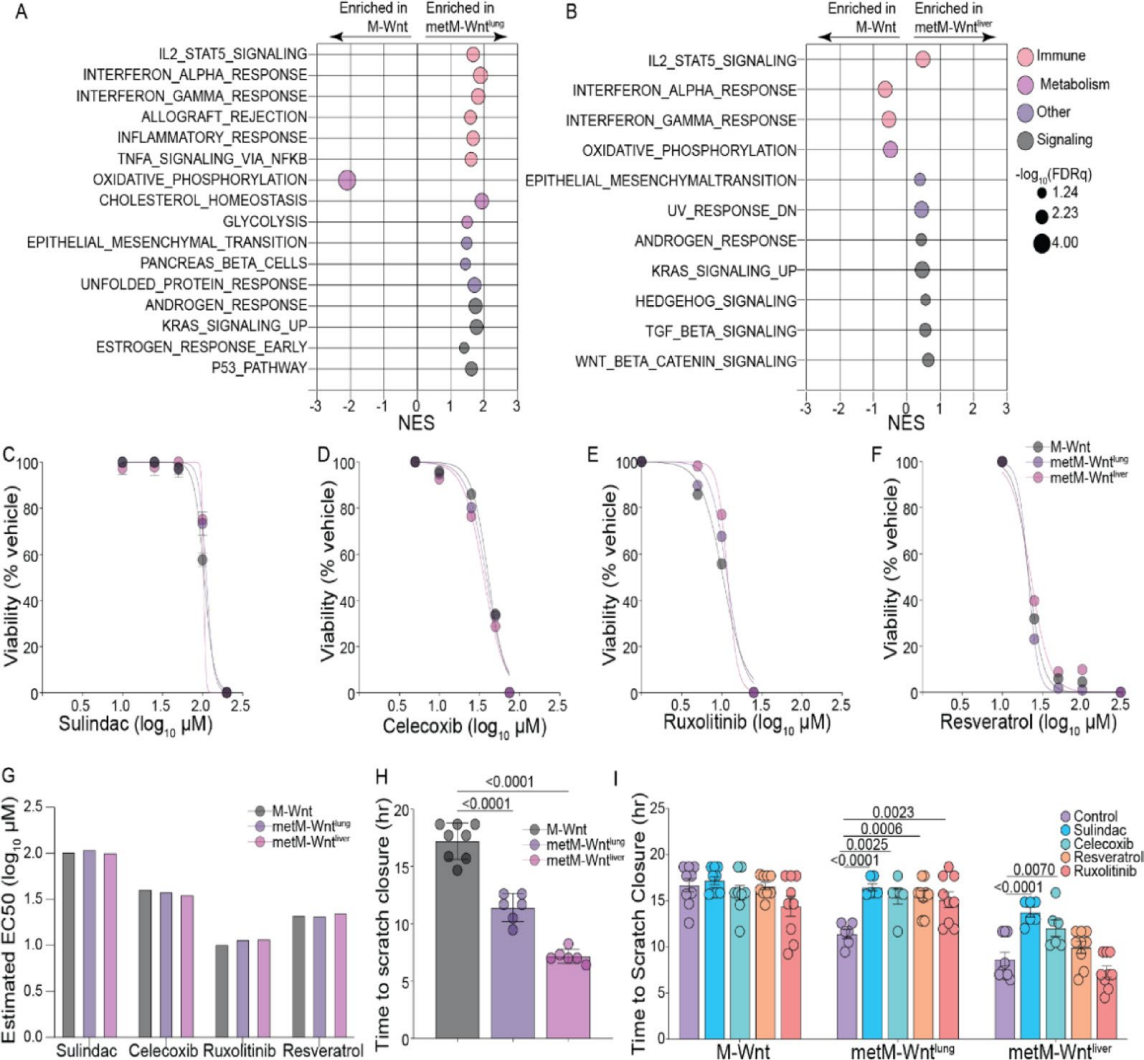
COX1/2 expression supports metastatic TNBC cell migration. Significantly enriched GSEA Hallmark gene sets in pairwise comparisons of in vitro transcriptomic profiles of M-Wnt with metM-Wnt^lung^ (**A**) or metM-Wnt^liver^ cells (**B**) (n = 3/group). Normalized enrichment scores (NES) and − log10 (FDRq) values are presented. Relative viability of M-Wnt, metM-Wnt^lung^, and metM-Wnt^liver^ cells treated with a range of concentrations of sulindac (**C**), celecoxib (**D**), ruxolitinib (**E**), or resveratrol (**F**) (n = 3/group). Estimated EC50 for each cell line for each anti-inflammatory drug (**G**). Wound healing assay using M-Wnt, metM-Wnt^lung^, and metM-Wnt^liver^ cells, either untreated (**H**) (n = 6–8/group) or treated with sublethal doses of sulindac, celecoxib, ruxolitinib, or resveratrol (**I**) (n = 5–9/group). Statistical significance was determined by nonlinear curve fitting (**C**–**F**) or one-way ANOVA (**H**, **I**). FDRq < 0.05 was considered significant

To determine if inflammatory signaling in the metastatic subclones increased sensitivity to anti-inflammatory drugs, we assessed cell viability of M-Wnt, metM-Wnt^lung^, and metM-Wnt^liver^ cells when treated with sulindac (COX1 and COX2 inhibitor), celecoxib (selective COX2 inhibitor), ruxolitinib (JAK1/2 inhibitor that blocks STAT signaling), or resveratrol (NF-kB inhibitor). Dose–response testing demonstrate that all cells tested were sensitive to these anti-inflammatory drugs, with similar reductions in viability across doses for the metastatic subclones and the parent M-Wnt cells (Fig. 2C–G). We next sought to determine whether the migration of metastatic subclones, which was significantly faster than that of parental M-Wnt cells at baseline (Fig. 2H), might be blunted by treatment with sublethal concentrations of these anti-inflammatory drugs. We found that both sulindac and celecoxib suppressed the migration of metM-Wnt^lung^ and metM-Wnt^liver^ cells, while no anti-inflammatory drug altered the rate of migration of M-Wnt cells (Fig. 2I). Thus, in this model of mTNBC migratory capacity was driven by inflammatory signaling and could be suppressed by anti-inflammatory drugs.

### Lung colonization is not altered by either sulindac or obesity

Given our finding that sulindac suppressed metastatic cell migration and obesity-driven metastasis, we next sought to determine whether the protective effects of sulindac could be explained by alteration of the premetastatic lung microenvironment. Hence, we conducted a similarly designed experiment in which E0771 cells were delivered via tail vein, rather than orthotopic, injection to determine whether lung colonization was altered independent of changes early in the metastatic cascade (i.e., within the primary tumor). We employed E0771 cells as they are the most well-established model of mTNBC in C57BL6 mice. We assayed whether obesity or sulindac altered the efficiency of lung colonization by weighing the lungs ex vivo 28 days after injection. We found only limited changes in body weight by sulindac, and neither obesity nor sulindac treatment altered lung weight (Fig. 3A–C), indicating that in this model remodeling of the premetastatic niche within the lung was not a major determinant of either obesity-driven metastasis or sulindac-mediated protection.

**Fig. 3:**
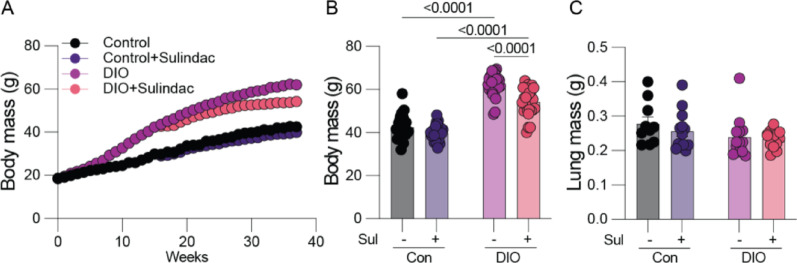
Sulindac and obesity do not alter lung colonization by TNBC cells. Normoweight control (Con) and obese (DIO) mice treated with or without sulindac (Sul). Con, ConSul, DIO, and DIOSul mice were injected with E0771 cells via tail vein and lung metastatic burden determined. Body mass over time (**A**), and terminal body mass (**B**) (n = 25–26/group). Terminal lung mass (**C**) (10–13/group). Statistical significance determined by two-way ANOVA followed by Šídák’s posthoc test (**A**–**C**)

### Sulindac restores markers of antitumor immunity that are suppressed by obesity

In light of the evidence that remodeling of the primary tumor was central to obesity-driven TNBC progression, we sought to define how obesity remodeled transcriptomic programs within the primary tumor. We performed transcriptomic profiling of mammary tumors induced by 3 mTNBC cell lines (E0771, metM-Wnt^lung^, metM-Wnt^liver^), and, using GSEA, identified numerous pathways and processes suppressed in tumors from DIO mice, relative to tumors from either control (Con) or sulindac-treated DIO (DIOSul) mice. 

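Clariom S Mouse HT arrays measured RNA from 79 whole mammary tumors, each grown in its own female C57BL/6J mouse. E0771 is a mouse triple-negative mammary carcinoma line, and metM-Wnt lung and metM-Wnt liver are lines taken from lung and liver metastases of M-Wnt mammary cancer cells. Con mice ate a diet with 10 kcal% fat and DIO mice a diet with 60 kcal% fat that makes them obese. ConSul and DIOSul mice ate the same diets with 140 ppm sulindac, which blocks both cyclooxygenases. The paper's methods give 15 weeks of diet and then 5 weeks with or without sulindac before 20000 cells were injected. The sample records place the injection, into mammary fat pad 4, at 5 weeks from the first randomization. RNA was taken with TRIzol and a column kit, named as RNeasy in the paper and as EZNA HP in the sample records. E0771 tumors came from 6 Con, 6 ConSul, 8 DIO and 8 DIOSul mice, metM-Wnt lung tumors from 6, 6, 7 and 7, and metM-Wnt liver tumors from 7, 4, 7 and 7. Whole tumors hold cancer, immune and stromal cells and any tissue cut out with them. The paper reports larger tumors in DIO mice, an effect that sulindac removed, and tumor mass was in none of the fits here. Skeletal muscle markers were high in 14 arrays (2 DIO, 4 DIOSul, 3 Con and 5 ConSul), and skin keratinocyte markers in 5, all of DIOSul mice. The 6 metM-Wnt lung Con and 4 metM-Wnt liver ConSul arrays also differed from the other 41 metM-Wnt arrays in the spread of their values, with their top percentile starting at 16.28 to 16.48 against 16.1 to 16.34 and their lowest ending at 3.1 to 3.15 against 3.19 to 3.27. Their single lowest values were 2.44 to 2.64 against 0.07 to 2.53, and the lowest in any E0771 array was 2.36. The wider spread named below is thus that between these percentiles.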

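The deposited values are the authors' SST-RMA signals on the log2 scale, not centred, with array medians of 6.285 to 6.59 in E0771, 6.33 to 6.805 in metM-Wnt lung and 6.42 to 6.665 in metM-Wnt liver tumors. The paper's text does not give the base of the logarithm, which follows from the range of the values, or say whether the 3 lines were normalized together. A higher value is more RNA, and the direction of each difference is known as far as the sample labels are. limma fitted 19505 genes with the 4 groups of a line in 1 model, and a gene was called at an adjusted p under 0.05 after Benjamini-Hochberg adjustment. Groups of genes were tested as 41 lists (12 immune, 11 metabolic, 7 of other programs and 11 of cell type markers) with limma's camera at a preset inter-gene correlation of 0.01, and both the lists and the tests were fixed before the data were examined. The score of an array is the mean of a list's log2 values after each gene is centred on its mean over the line, and scores were compared by a two-sided exact permutation test. The exact p-values of scores are not adjusted for the number of lists. A negative log2 difference means a lower value in DIO than in Con or DIOSul tumors, or in Con than in ConSul tumors. The number of tumors per group limits the precision.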

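Between DIO and Con mice 1008 genes differed in E0771 tumors, 472 higher and 536 lower in DIO, and 5340 in metM-Wnt lung tumors, 2734 higher and 2606 lower. With quantile normalization 548 were higher and 491 lower in E0771 and 3445 and 2323 in metM-Wnt lung, and at a log2 fold of at least 1 it was 81 and 255 and 494 and 1353. The E0771 count was 583 with the replicate number as a block, 380 with only these groups in the fit, 553, 503, 553 and 493 without Con replicate 1, 2, 3 or 5, and 571 and 554 without DIO replicate 1 or 8. The metM-Wnt lung Con arrays are those of wider spread, and in settings chosen after the values were seen 419 genes were called with a term shared with the metM-Wnt liver ConSul arrays and 420 with Con and ConSul labels exchanged. Against DIOSul mice, 392 genes were higher and 589 lower in E0771 DIO tumors, and 16 were higher and 32 lower in metM-Wnt lung DIO tumors. In E0771 this comparison gave 318 genes with B cell and lymph node scores in the fit, 595 with adipocyte and muscle scores, 533 without arrays high in muscle or skin genes (a setting chosen after the values were seen), 54 higher and 392 lower at a log2 fold of at least 1, and with array weights 2668 higher and 2112 lower. No single gene passed in metM-Wnt liver tumors in either comparison. There limma gave 1045 and 1470 genes an unadjusted p under 0.05, and a fit of all 3 lines together called 0 and 6. Alas2, which starts heme synthesis in red cell precursors, rose most among the genes at which E0771 DIO and Con tumors did not overlap, at a log2 difference of 2.88 (standard error 0.55, limma adjusted p = 0.00453). Mup2, a secreted carrier protein, fell most, at -5.70 (standard error 1.19, adjusted p = 0.00849). Clec12a, a receptor of myeloid cells, was among those furthest below DIOSul, going from 13.11 ± 0.53 (SD, n = 8) in DIOSul to 9.70 ± 1.16 (SD, n = 8) in DIO tumors (adjusted p = 1.28e-05 from limma). Plin1, the coat protein of fat droplets, was lower in metM-Wnt lung DIO than Con tumors, at a log2 difference of -5.13 (standard error 0.74, limma adjusted p = 1.79e-05). S100a8, an alarmin of neutrophils, was higher by 4.35 (standard error 0.91, limma adjusted p = 0.000956). Plin1, at -0.75, and S100a8, at 4.95, did not pass with adipocyte and muscle scores in the fit (adjusted p = 0.409 and 0.107). The 2 E0771 groups did not overlap at 186 genes against Con, which is 0.954% where chance gives 0.0666%, and at 206 against DIOSul, 1.06% where chance gives 0.0155%. Of the 41 lists, 20 were lower and 1 higher against Con in E0771, 21 and 3 in metM-Wnt lung, and 16 and 5 in metM-Wnt liver DIO tumors. Against DIOSul, 15 were lower and 3 higher in E0771, 15 and 8 in metM-Wnt lung, and 13 and 8 in metM-Wnt liver DIO tumors. With an estimated correlation, 9 of the 18 lists called against DIOSul in E0771 tumors held and none of the other 5 sets of calls did. Random splits of the same arrays called as many lists too often to exclude chance for their number. The 48 genes called in metM-Wnt lung tumors against DIOSul became 0 when only those groups were fitted, 1 without DIO replicate 1 and 225 without DIO replicate 4. With adipocyte and muscle scores in the fit, 162 genes in E0771 and 477 in metM-Wnt lung tumors were called against Con, and with array weights 3781 were called in E0771.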

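Interferon response and antigen presentation genes were lower in E0771 and metM-Wnt lung tumors from DIO mice than from Con mice, and MHC class II and interferon gamma genes were lower than in DIOSul mice in E0771 tumors. Of 38 type I interferon response genes, which answer viral RNA and DNA, 12 fell in E0771 DIO against Con tumors, and none rose (28 fell when adjusted over the list alone). Their median log2 difference was -0.81 (camera adjusted p = 1.33e-15, and 0.22 with an estimated correlation). The array score was -0.50 ± 0.65 (SD, n = 8) in DIO and 0.23 ± 0.20 (SD, n = 6) in Con mice (exact p = 0.0127). Ifit3, an antiviral protein, had a log2 signal of 13.77 ± 0.93 (SD, n = 8) in DIO and 15.19 ± 0.43 (SD, n = 6) in Con tumors, a difference of -1.41 (standard error 0.31, limma adjusted p = 0.0113, but 0.0546 with only these groups in the fit and 0.0931 with adipocyte and muscle scores). Of 21 interferon gamma response genes, 11 fell and none rose (15 fell when adjusted over the list alone). Their median was -1.02 (camera adjusted p = 4.14e-11, and 0.171 with an estimated correlation). Cxcl9, a chemokine that draws T cells, was at 10.26 ± 1.69 (SD, n = 8) against 13.17 ± 0.92 (SD, n = 6), and the transcription factor Irf1 differed by -1.30 (standard error 0.28, limma adjusted p = 0.00705 and 0.0101). MHC class II genes, which present antigen to helper T cells, fell at 5 of 11 (8 when adjusted over the list alone), with H2-Ab1 at a log2 difference of -2.83 (standard error 0.51, adjusted p = 0.00423 from limma). The score of this list was -1.20 ± 0.43 (SD, n = 8) in DIO and 0.15 ± 0.47 (SD, n = 6) in Con mice (exact p = 0.000666, camera adjusted p = 3.94e-08, and 0.171 with an estimated correlation). A broader Reactome pathway of MHC class II antigen presentation, with 77 genes, was not called in E0771 against Con or DIOSul (camera adjusted p = 0.158 and 0.0903). Adipocyte and skeletal muscle markers were lower in the same DIO tumors, at medians of -0.92 and -1.10 (camera adjusted p = 1.77e-06 and 0.00755, and 0.3 and 0.734 with an estimated correlation, and 0.0538 and 0.483 by fry), the latter at 0.0141 without Con replicate 1. The lists of inflammatory mediators and of IL6-JAK-STAT3 signaling, at medians of 0.10 and 0.20, did not pass (camera adjusted p = 0.553 and 0.129), except that the IL6 list was higher without Con replicate 6 or DIO replicate 3 (adjusted p = 0.0220 and 0.0267).

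**Figure D1:**
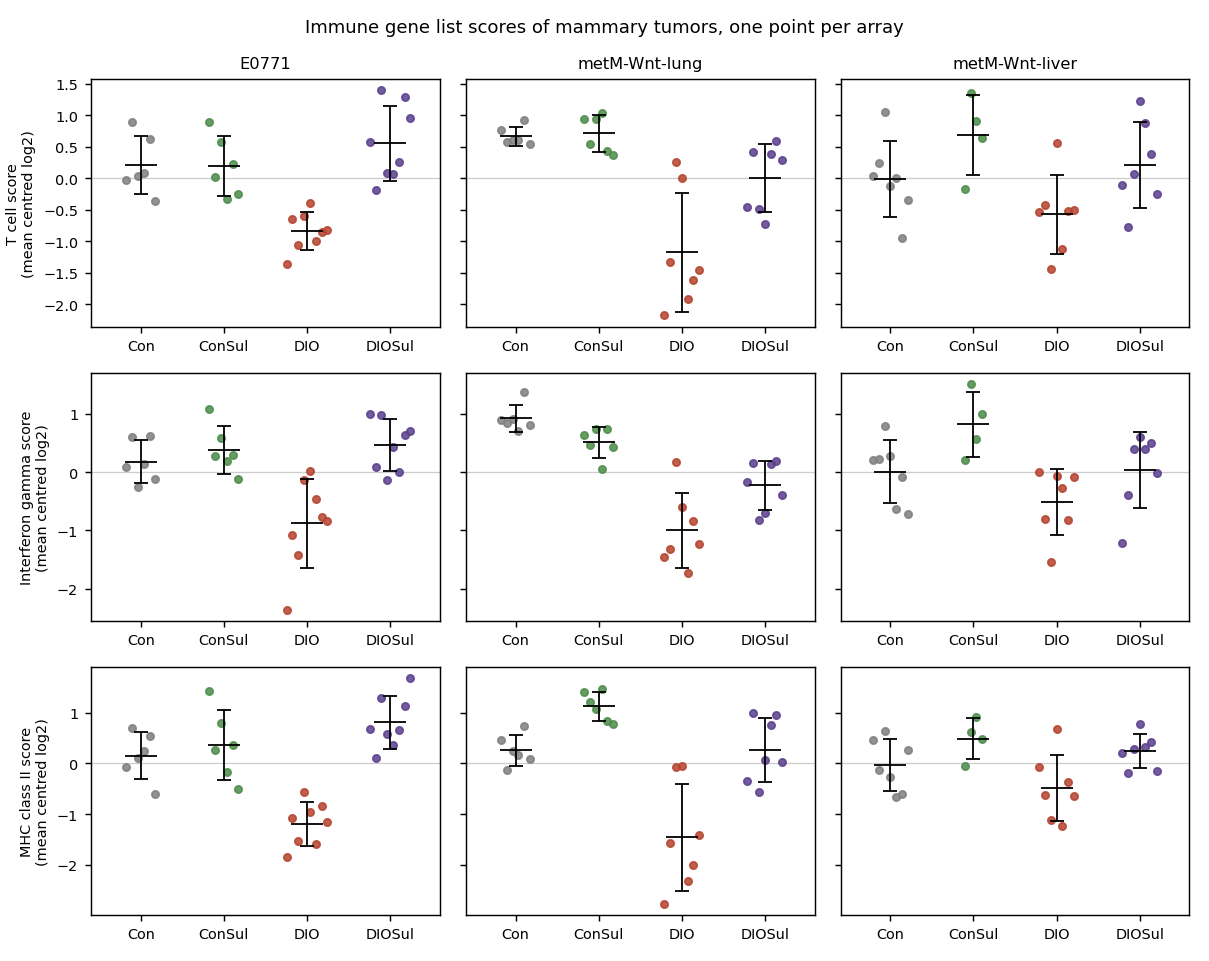
Array scores (mean centred log2 signal of a list) of T cell markers, interferon gamma response and MHC class II genes in Con, ConSul, DIO and DIOSul tumors of each cell line, with 1 point per array and bars for mean and SD. In E0771 the MHC class II scores of DIO mice average -1.20 against 0.15 in Con mice.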

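In metM-Wnt lung tumors the type I interferon list was also lower than in Con mice, with 36 of 38 genes lower and a median of -1.65 (camera adjusted p = 5.04e-34, and 0.0696 with an estimated correlation). These genes were higher in Con than in ConSul tumors too (median 1.26), so the size of this fall depends on the Con labels. The score of the list was -0.55 ± 0.50 (SD, n = 7) in DIO and 1.06 ± 0.0891 (SD, n = 6) in Con mice (exact p = 0.000583). Irf7, which drives interferon production, was at 15.95 ± 0.34 against 17.76 ± 0.26 (limma adjusted p = 1.5e-07). Adipocyte markers fell in this comparison by a median of -4.43 (camera adjusted p = 1.12e-15, and 0.125 with an estimated correlation), and its Con arrays are among those whose values spread more widely than the rest. With Con and ConSul labels exchanged, a setting chosen after the values were seen, the adipocyte median was -0.41 (camera adjusted p = 0.0368). Against Con in metM-Wnt liver the adipocyte median was -1.07 (camera adjusted p = 1.1e-09, 0.446 by fry, and 0.426 with an estimated correlation). In metM-Wnt liver tumors no interferon gene passed, and the list's median was -0.34 (camera adjusted p = 1.24e-07, and 0.441 with an estimated correlation). The exact p for its score was 0.118 (n = 7 and 7). MHC class I genes, which display peptides to killer T cells, had a median of -0.34 there (camera adjusted p = 1.66e-08, and 0.383 with an estimated correlation). None was lower over all genes and 7 of 16 were when adjusted over the list alone, with an exact p = 0.00699 for the score. By fry neither of these metM-Wnt liver lists passed (adjusted p = 0.446 and 0.296). Against DIOSul mice, 9 of 11 MHC class II genes fell in E0771 DIO tumors at a median of -1.72 (camera adjusted p = 4.98e-19, and 0.00635 with an estimated correlation). H2-Aa, a class II chain, rose with sulindac to 14.89 ± 0.86 (SD, n = 8) from 10.89 ± 1.27 (SD, n = 8), and Cxcl9 by a log2 difference of -3.71 as DIO minus DIOSul (standard error 0.55, limma adjusted p = 3.05e-05 and 9.97e-05). The interferon gamma list fell at 14 of 21 genes with a median of -1.31 (camera adjusted p = 2.28e-19, and 0.0349 with an estimated correlation). In metM-Wnt lung tumors 4 of 11 MHC class II genes were lower in DIO than in DIOSul mice (11 when adjusted over the list alone, camera adjusted p = 1.14e-17, and 0.0628 with an estimated correlation). Among them H2-Ab1 was at 11.71 ± 1.91 against 14.86 ± 0.98 (SD, n = 7 and 7, limma adjusted p = 0.0177, but 0.173 with only these groups in the fit, 0.0562 without DIO replicate 1 and 0.0601 without DIO replicate 5). Of the same genes none passed over all genes in metM-Wnt liver tumors and 7 did over the list alone, at a median of -0.79 (camera adjusted p = 2.63e-08, and 0.346 with an estimated correlation, exact p = 0.0256 for the score). The interferon gamma list was lower than in DIOSul mice in these lines too, at medians of -0.86 in metM-Wnt lung and -0.56 in metM-Wnt liver tumors (camera adjusted p = 2.7e-15 and 4.16e-08, and 0.0762 and 0.408 with an estimated correlation). Neither the MHC class II nor the interferon gamma list of metM-Wnt liver tumors passed by fry against DIOSul (adjusted p = 0.206 and 0.319).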

Relative to Con or DIOSul mice, we found consistent suppression of immune-related gene sets in tumors derived from all 3 cell lines from DIO animals (Fig. 4A). Additionally, we found evidence that sulindac treatment reversed many of the metabolic and other perturbations induced in tumor cells by DIO (Fig. 4B, C). 

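None of the 11 metabolic lists was called in the same direction against both Con and DIOSul mice in any line, whereas 9, 9 and 7 of the 12 immune lists were lower against both in E0771, metM-Wnt lung and metM-Wnt liver tumors and the inflammatory list of metM-Wnt lung was called in opposite directions. In other settings, oxidative phosphorylation in E0771 tumors, called lower than in Con mice, was also lower than in DIOSul mice with array weights (adjusted p = 0.0436) and without DIO replicate 2 or 5 or DIOSul replicate 3, 4 or 7. In metM-Wnt lung tumors so were xenobiotic genes with array weights and without DIO replicate 4 (adjusted p = 0.0366 and 0.00223) and peroxisome and bile acid genes without DIO replicate 4 (adjusted p = 0.0160). In metM-Wnt liver tumors the latter were without DIOSul replicate 7 (adjusted p = 0.0357) and without arrays high in muscle or skin genes, a setting chosen after the values were seen (adjusted p = 0.0184). Exchanging Con and ConSul labels in metM-Wnt lung was also chosen after the values were seen. Fatty acid oxidation was then higher than in Con mice (median 0.19, camera adjusted p = 0.00125), the direction it had against DIOSul. With an estimated correlation no list called against Con held in any line, so none was lower against both. Cell cycle lists were the programs of the other class that were lower against both in E0771. Of 30 genes of the G2/M checkpoint and mitotic spindle, 4 fell in E0771 DIO against Con tumors (15 when adjusted over the list alone) and 2 against DIOSul (14). The medians were -0.41 and -0.39 (camera adjusted p = 1.27e-10 and 1.15e-11, and 0.22 and 0.156 with an estimated correlation). Mki67, a protein of dividing cells, had log2 differences of -1.22 (standard error 0.29) and -1.15 (standard error 0.27), with limma adjusted p = 0.0149 and 0.00847. It passed in neither comparison with adipocyte and muscle scores (adjusted p = 0.137 and 0.0554) or B cell and lymph node scores in the fit (0.0656 and 0.0752). The E2F targets of DNA replication were lower against both groups, at medians of -0.45 and -0.25 (camera adjusted p = 3.33e-07 and 0.000392, and 0.264 and 0.621 with an estimated correlation). Against DIOSul they did not pass by fry (adjusted p = 0.213), or by camera without DIO replicate 1, where the median was -0.0855 (adjusted p = 0.0671). Of 27 extracellular matrix genes, 6 fell against Con (camera adjusted p = 0.00103, 0.0817 by fry, and 0.357 with an estimated correlation). Postn, a matrix protein of fibroblasts, was among them at a log2 difference of -2.46 (standard error 0.58, limma adjusted p = 0.0151). Neither passed with adipocyte and muscle scores in the fit, at -0.19 for the list and -1.39 for Postn (adjusted p = 0.678 and 0.173), and with B cell and lymph node scores Postn did not (adjusted p = 0.0820). Against DIOSul 2 matrix genes rose and 2 fell, and the list did not pass (camera adjusted p = 0.468). Fatty acid and triglyceride synthesis genes fell in E0771 DIO against Con tumors at 3 of 15, with a median of -0.52 (camera adjusted p = 2.89e-05, and 0.273 with an estimated correlation). With those scores the list was at -0.21 and did not pass (adjusted p = 0.0942). None passed against DIOSul (median -0.17, camera adjusted p = 0.381).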

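Of the metabolic lists, 9 were called in metM-Wnt lung DIO against Con tumors and 3 against DIOSul, and these Con arrays are the ones with the wider spread of values. Whether Con and ConSul labels are exchanged in this line cannot be told here. Each difference from Con in this line depends on those labels. Hypoxia response genes were higher than in Con mice at 9 of 19 and lower at 1 (median 1.01, camera adjusted p = 0.000233, and 0.471 with an estimated correlation). Ddit4, a stress-induced brake on growth, was at 12.48 ± 1.06 (SD, n = 7) against 10.46 ± 0.43 (SD, n = 6, limma adjusted p = 0.000154, but 0.418 with adipocyte and muscle scores in the fit). Against DIOSul the hypoxia list did not pass (median 0.0543, camera adjusted p = 0.966). Cholesterol synthesis genes were higher than in Con mice, with 7 of 19 passing and a median of 0.69 (camera adjusted p = 0.00236, and 0.529 with an estimated correlation). They were higher in ConSul than in Con tumors too (median -1.28 for Con minus ConSul), so this call depends on the Con labels. This call was lost with adipocyte and muscle scores (median 0.38, adjusted p = 0.204) and with B cell and lymph node scores in the fit (median 0.44, adjusted p = 0.0825). They were lower than in DIOSul mice at a median of -0.25 with no gene passing (camera adjusted p = 0.00411, 0.480 by fry, and 0.588 with an estimated correlation). Genes of fatty acid oxidation fell against Con at 3 of 21 and were higher than in DIOSul mice as a list, at medians of -0.32 and 0.13 (camera adjusted p = 0.0173 and 0.0268, and 0.5 and 0.588 with an estimated correlation). The call against Con was lost over genes above the median signal (adjusted p = 0.0777), with B cell and lymph node scores (0.113) and without Con replicate 4 (0.189), and that against DIOSul with array weights (0.0648), by fry (0.362) and without 5 single arrays in turn. Adipocyte markers, a measure of fat pad in the tissue, fell against Con at 18 of 20 with a median of -4.43 (camera adjusted p = 1.12e-15, and 0.125 with an estimated correlation). The median was -0.41 with Con and ConSul labels exchanged, a setting chosen after the values were seen. Car3, an enzyme abundant in fat and muscle, was at 4.79 ± 4.20 (SD, n = 7) in DIO and 16.70 ± 3.07 (SD, n = 6) in Con tumors (limma adjusted p = 6.81e-06, but 0.753 with adipocyte and muscle scores in the fit). In metM-Wnt liver tumors the list of endothelial and angiogenesis genes was higher in DIO than in Con mice (median 0.25, camera adjusted p = 0.000283, 0.446 by fry, and 0.441 with an estimated correlation). Fig. 4C shows the Hallmark angiogenesis set, which is another set of genes, lower. The listed genes were also higher than in DIOSul mice, with 6 of 22 passing over the list alone and none over all genes (camera adjusted p = 1.13e-08, 0.206 by fry, and 0.346 with an estimated correlation). Cdh5, an endothelial junction protein, differed from DIOSul by 0.67 (standard error 0.28) and did not pass (limma adjusted p = 0.566). The exact p for the adipocyte score of metM-Wnt lung DIO against Con tumors was 0.00233, and the Con arrays lay above ConSul arrays of the same diet as well. With adipocyte and muscle scores in the fit the medians against Con turned to -0.13 for hypoxia and 0.34 for fatty acid oxidation in that line. The paper reports evidence that sulindac undid many changes of obesity, metabolic and other. Its Fig. 4 uses Hallmark sets, which are other sets of genes than these lists. For oxidative phosphorylation that figure also shows opposite directions against Con and DIOSul in both metM-Wnt lines. Its metabolic evidence includes single cells too, not analysed here.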

We performed a similar analysis of tumors from Con mice treated with sulindac (ConSul) and found that sulindac enhanced enrichment of immune- and metabolism-related, and other, gene sets in metM-Wnt^lung^ and metM-Wnt^liver^ tumors (Fig. S3A–C).

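Sulindac in Con mice went with 1123 genes higher and 1103 lower in metM-Wnt liver tumors, and as labelled with 1638 higher and 1758 lower in metM-Wnt lung tumors by limma. No gene passed in E0771 tumors, where 1636 had an unadjusted p under 0.05 and 11 were called with all lines in 1 fit. Type I interferon genes were higher in metM-Wnt liver ConSul tumors at 14 of 38 (23 when adjusted over the list alone), with a median of -0.75 for Con minus ConSul (camera adjusted p = 1.05e-12, and 0.324 with an estimated correlation). Their score was 0.00836 ± 0.29 (SD, n = 7) in Con and 0.77 ± 0.16 (SD, n = 4) in ConSul mice (exact p = 0.00303). Irf7, a driver of interferon production, was at 15.27 ± 0.42 against 17.00 ± 0.25 (limma adjusted p = 0.000915, but 0.0866 with adipocyte and muscle scores in the fit). Complement genes, which tag cells for removal, were higher in ConSul at 10 of 17 (median -1.23, camera adjusted p = 1.26e-11, and 0.0131 with an estimated correlation). Macrophage markers were higher at 12 of 20 (median -1.22, camera adjusted p = 1.81e-10, and 0.0131 with an estimated correlation). The 4 ConSul arrays of this line are among those of wider spread, so each difference in this comparison depends on them. The metM-Wnt lung Con arrays, which share that spread, were also higher in complement genes (median 1.62 for Con minus ConSul). Fcgr1, an antibody receptor of macrophages, rose to 15.87 ± 0.14 (SD, n = 4) from 14.52 ± 0.14 (SD, n = 7, limma adjusted p = 4.47e-06). Adipocyte markers were higher in ConSul at 17 of 20, with a median of -3.28 (camera adjusted p = 3.87e-13, and 0.247 with an estimated correlation). Xenobiotic metabolism genes were higher at 8 of 19 (median -1.23, camera adjusted p = 2.54e-06, and 0.152 with an estimated correlation). Mgst1, a glutathione transferase, was one of them at -2.87 as Con minus ConSul (standard error 0.61, limma adjusted p = 0.0038). Neither passed after adipocyte and muscle scores were fitted, at -0.28 for the list and -0.85 for Mgst1 (adjusted p = 0.232 and 0.434), and over genes above the median signal the list was at -0.41 (adjusted p = 0.0552). The oxidative phosphorylation and cholesterol synthesis lists did not pass (medians -0.0295 and -0.0704, camera adjusted p = 0.615 and 0.975).

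**Figure D2:**
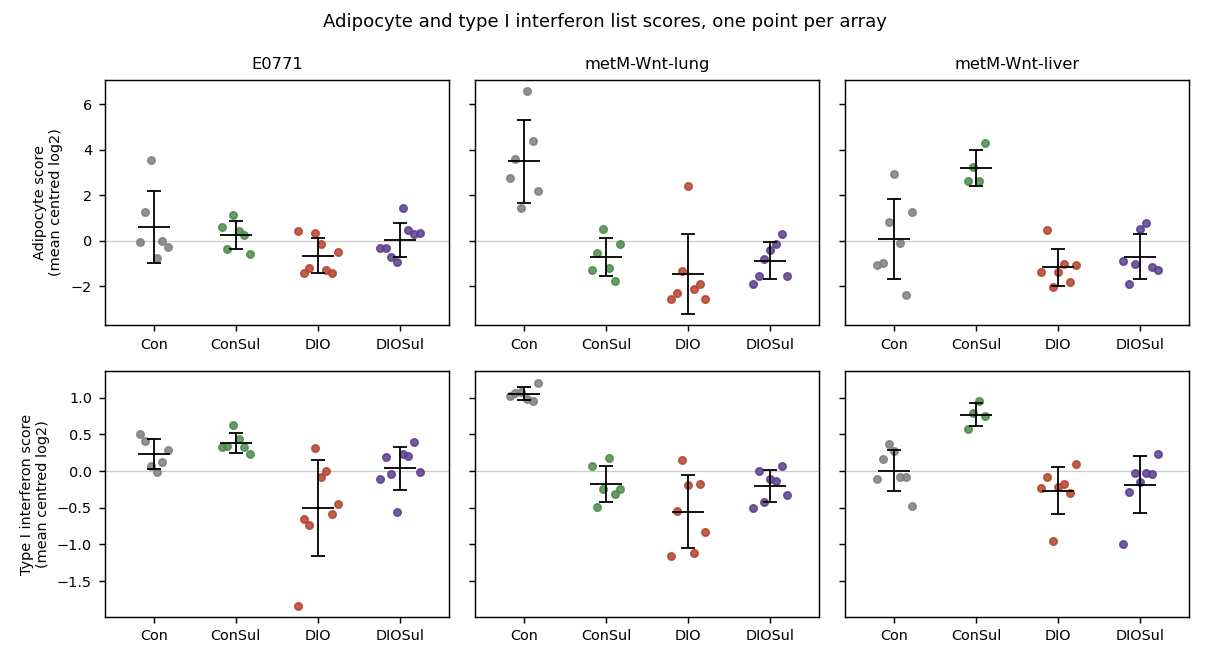
Array scores (mean centred log2 signal of a list) of adipocyte markers and type I interferon response genes in Con, ConSul, DIO and DIOSul tumors of each cell line, with 1 point per array and bars for mean and SD. The metM-Wnt lung Con and metM-Wnt liver ConSul arrays are the highest groups, with mean adipocyte scores of 3.48 and 3.20.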

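As labelled, the interferon, complement and adipocyte lists were higher in metM-Wnt lung Con than ConSul tumors. This is opposite to the Hallmark sets of matching topic in Fig. S3, which are other sets of genes. Type I interferon genes were higher in Con at 34 of 38, with a median of 1.26 (camera adjusted p = 1.85e-29, and 0.111 with an estimated correlation). Irf7 differed by 1.69 from the 16.07 ± 0.38 (SD, n = 6) of ConSul tumors (limma adjusted p = 1.23e-06). The interferon score of ConSul mice was -0.17 ± 0.25 (SD, n = 6), below that of every Con array (exact p = 0.00216, the smallest that 6 arrays against 6 allow). Adipocyte markers were higher in Con at 18 of 20 (median 4.26, camera adjusted p = 1.36e-15, and 0.156 with an estimated correlation). Adipoq, the hormone of fat cells, was at 14.19 ± 3.53 against 6.11 ± 2.06 (SD, n = 6 and 6, limma adjusted p = 0.00164, but 0.429 and a difference of -1.04 with adipocyte and muscle scores in the fit). Complement genes were higher in Con at 15 of 17 (camera adjusted p = 1.93e-11, and 0.111 with an estimated correlation), as were genes of fatty acid oxidation at 8 of 21 (median 0.49, camera adjusted p = 2.34e-06, and 0.236 with an estimated correlation). Both calls ended with adipocyte and muscle scores in the fit, at medians of 0.55 and 0.0331 (adjusted p = 0.140 and 0.854). Cholesterol synthesis genes were higher in ConSul at 15 of 19 (median -1.28, camera adjusted p = 1.93e-11, and 0.229 with an estimated correlation). Msmo1, a sterol oxidase, was among them, by -2.35 as Con minus ConSul (standard error 0.44, limma adjusted p = 0.000669, but 0.153 with those scores). MHC class II genes were also higher in ConSul at 3 of 11 (median -0.85, camera adjusted p = 0.0151, and 0.629 with an estimated correlation), but the list did not pass by fry (adjusted p = 0.0853), by preranked GSEA (0.0923) or without ConSul replicate 4 (0.0566). The metM-Wnt lung Con and metM-Wnt liver ConSul arrays of these comparisons share a wider spread of signals between their lowest and top percentiles. A term for those arrays, added after the values were seen, assumes the same sulindac effect in Con mice of both lines and gives 1 estimate for both, with 16 genes called. Adipocyte and muscle scores in the fit left 595 in metM-Wnt lung and 304 in metM-Wnt liver tumors.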

**Fig. 4:**
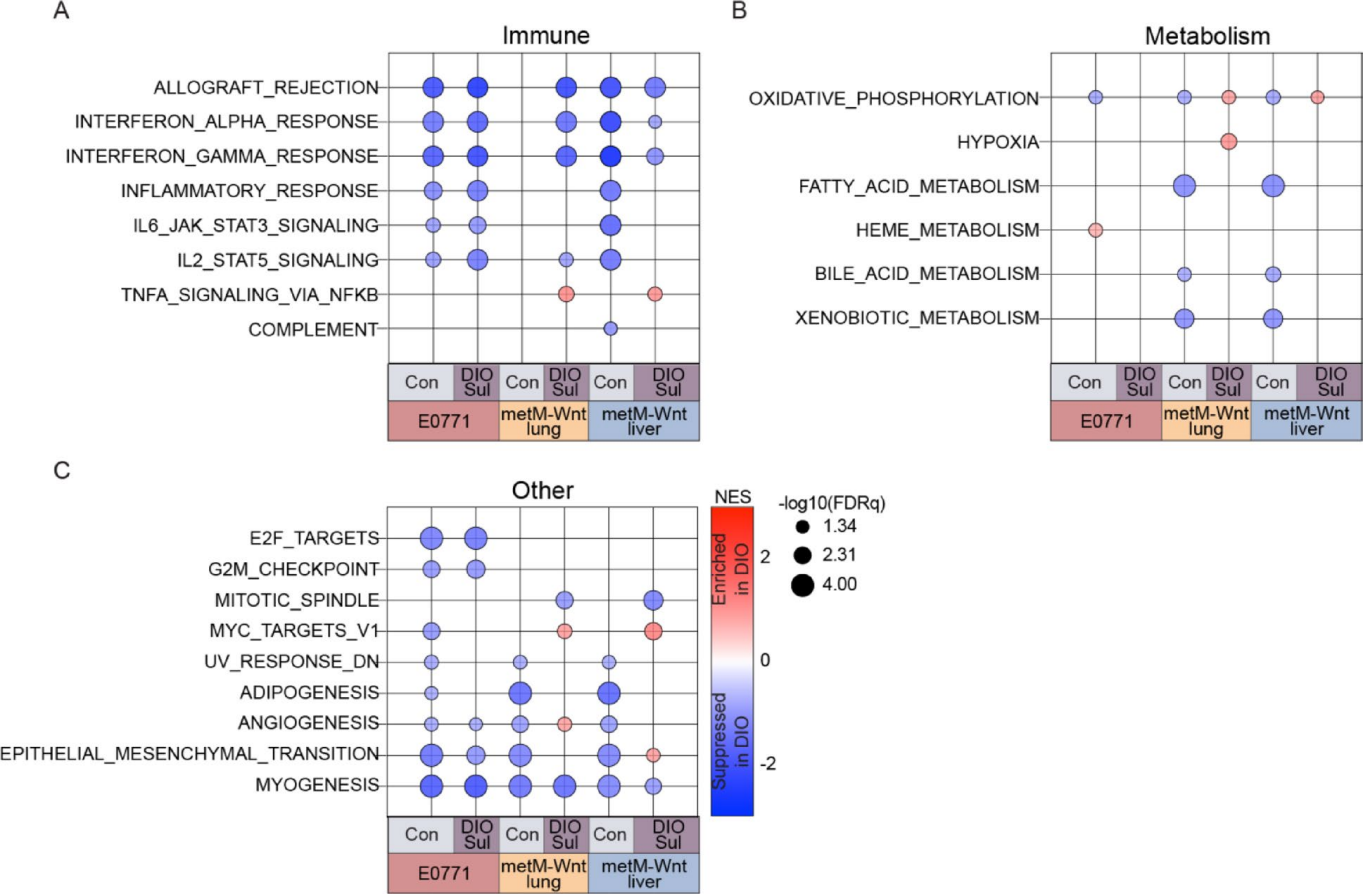
Sulindac reverses obesity-driven immunosuppression. Significantly enriched GSEA immune-related (**A**), metabolism-related (**B**), and other (**C**) Hallmark gene sets in pairwise comparisons of tumoral transcriptomic profiles of E0771, metM-Wnt^lung^, and metM-Wnt^liver^ primary tumors (n = 6–8/group). Transcriptomic profiles for tumors generated from each cell line were subjected to pairwise comparisons of DIO vs. Con and DIO vs. DIOSul. Normalized enrichment score (NES) and − log10 (FDRq) are presented. FDRq < 0.05 was considered significant

### Sulindac reprograms tumor cell metabolism to favor oxidative phosphorylation

To delineate how sulindac modulates the TME to protect against obesity-driven tumor growth, we performed scRNAseq on whole E0771 tumors from Con, ConSul, DIO, and DIOSul mice (Fig. S4A). 

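In E0771 tumors from DIO mice sulindac raised MHC class II, T cell and interferon gamma genes, and in tumors from Con mice these lists did not pass, though 2 of them did in other settings. Skeletal muscle markers, of tissue under the fat pad, were the list that differed most between Con and ConSul tumors, with a median of -1.66 for Con minus ConSul and no gene passing (camera adjusted p = 2.13e-08, 0.718 by fry, and 0.785 with an estimated correlation). The exact p for their score was 0.167 (n = 6 and 6). Acta1, the actin of muscle fibers, was at 6.73 ± 3.94 (SD, n = 6) in Con and 11.90 ± 3.12 (SD, n = 6) in ConSul tumors, a spread that left it short of the threshold (limma adjusted p = 0.428). The medians of Con minus ConSul were -0.26 for the MHC class II list, -0.28 for interferon gamma and 0.0133 for the T cell markers (camera adjusted p = 0.15, 0.0882 and 0.983). With adipocyte and muscle scores in the fit the first 2 lists passed, at -0.36 and -0.31 (adjusted p = 0.045 and 0.022). The interferon gamma list also passed with only these groups in the fit (adjusted p = 0.0132), over genes above the median signal (adjusted p = 0.0076) and without Con replicate 2 or 5 or ConSul replicate 4 or 6, and the MHC class II list without Con replicate 2 or ConSul replicate 4 or 6. H2-Ab1, a class II chain, differed by -0.10 and Cd3e, a part of the T cell receptor, by 0.10 (limma adjusted p = 0.982 and 0.98). Whether the sulindac effect differed between DIO and Con mice was tested directly, as DIO minus DIOSul less Con minus ConSul. By this test 32 genes were higher and 47 lower, and 16 lists were lower and none higher, with 2791 genes at an unadjusted p under 0.05. The MHC class II list differed by a median of -1.37 (camera adjusted p = 1.37e-10), the T cell markers by -1.36 (adjusted p = 9.35e-12) and the cytotoxic genes by -0.77 (adjusted p = 4.78e-05). Adipocyte markers moved in the same test, by -0.99 (adjusted p = 0.000162). With an estimated correlation, applied to this test only after its values were seen, 1 of the 16 lists held, that of dendritic cell markers (adjusted p = 0.0262), and the 4 lists named had adjusted p = 0.0965, 0.101, 0.301 and 0.522.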

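Across the 19505 genes of E0771 tumors, the log2 differences of DIO against Con and of DIO against DIOSul had a Pearson correlation of 0.729 and a covariance of 0.122. Both differences contain the same DIO tumors, so 100 simulated sets of unchanged groups that share them gave a mean correlation of 0.450 (0.119 to 0.671) and a mean covariance of 0.0258 (highest 0.0510). With the DIO tumors split so that each difference used its own, the correlation over 70 splits averaged 0.533 (0.492 to 0.572). The signs of the 2 differences agreed at 72.1% of the genes, where the simulated sets gave 65.2%. The genes called lower against Con and against DIOSul had 257 in common and those called higher 162, with none called in opposite directions. The simulated sets called 0.06 and 0.03 genes on average and so had 0 in common, which does not measure what the shared DIO tumors add. Independent lists would have 16.2 and 9.49 in common, values that leave out the shared tumors. Ptprc, the CD45 antigen by which the paper parts immune from cancer cells, differed from Con by -1.53 (standard error 0.34, limma adjusted p = 0.0113, but 0.0800 with adipocyte and muscle scores and 0.0774 with B cell and lymph node scores in the fit). Genes are not independent replicates, and the correlations describe these tumors.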

We employed the E0771 model as it is well-established as obesity-responsive, exhibited the highly consistent restoration of obesity-driven defects by sulindac, and demonstrated limited response to sulindac in Con mice. Following quality control and unsupervised clustering, we sequentially subclustered the cells into cancer cells (*Ptprc*-negative, GFP-positive) (Fig. S4B), T cells (*Ptprc*-positive, *Cd3e*-positive, GFP-negative) (Fig. S4C), and myeloid cells (*Ptprc*-positive, *Cd3e*-negative, *Itgam*-positive, GFP-negative) (Fig. S4D). We then employed these subclustered analyses to define obesity-driven changes (i.e., DIO vs. Con) and assess whether sulindac reverses these changes (i.e., DIO vs. DIOSul).

Remodeling of cancer cell metabolism enables both metastatic spread and immunosuppression [37–39]. Given our observation that within bulk transcriptomic signatures sulindac appeared to reverse obesity-driven immunosuppression and metabolic perturbations in mTNBC tumors, we hypothesized that sulindac would enforce a metabolic program prohibitive of obesity-driven immunosuppression and metastasis. Hence, we first investigated obesity-driven changes within GFP-positive cancer cells by performing GSEA using Gene Ontology Bioprocesses on ranked gene lists from both DIO vs. Con and DIO vs. DIOSul in cluster-wise comparisons based on UMAP analysis (Fig. 5A). 

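In metM-Wnt lung tumors 20 genes were lower and 9 higher in DIO than in both Con and DIOSul mice, with none in opposite directions. Independent lists would have 4.28 and 2.24 in common, which leaves out the DIO tumors that both comparisons share, and simulated unchanged groups called too few genes to measure that (0.29 and 0.01 on average). The 20 and 9 lie within the 48 genes called against DIOSul, which became 0 with only those groups in the fit, 1 without DIO replicate 1 and 225 without DIO replicate 4. They also rest on the Con arrays of wider spread, where the 5340 genes called fell to 420 with Con and ConSul labels exchanged, a setting chosen after the values were seen. H2-Eb1, a class II antigen presentation chain, differed from DIOSul by -3.58 (standard error 0.62, limma adjusted p = 0.0177). Ccl5, a chemokine of T and NK cells, was at 10.47 ± 0.92 (SD, n = 7) in DIO and 12.32 ± 0.68 (SD, n = 7) in DIOSul tumors (limma adjusted p = 0.0177). Fos, an immediate-early gene of stress and growth signals, was higher in DIO tumors at 9.30 ± 0.44 against 7.93 ± 0.50 (SD, n = 7 and 7, limma adjusted p = 0.0177). None of these 3 genes passed with only DIO and DIOSul tumors in the fit, or without DIO replicate 1 or 5. Over all genes the differences of DIO against Con and DIO against DIOSul correlated at r = 0.443 with a covariance of 0.117. Unchanged groups sharing the DIO tumors gave 0.484 on average (0.0262 to 0.794) and a covariance of 0.0373. Splitting the DIO tumors gave r = 0.238 on average over 35 splits (-0.114 to 0.419). In metM-Wnt liver tumors no gene was called in either comparison, and the correlation of 0.503 and covariance of 0.0371 lay near the 0.497 and 0.0333 of unchanged groups. Its average over split DIO tumors was 0.0961 (-0.0334 to 0.228). The number of tumors limits what these values can separate from 0 in this line.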

Numerous pathways in the GFP-positive cancer cells were suppressed by DIO relative to both Con and DIOSul, including those related to antigen presentation and protein translation (Fig. 5B, C). Consistent with sulindac-driven remodeling of cancer cell metabolism, cancer cells from DIO mice had marked suppression of oxidative phosphorylation-related gene sets relative to those from DIOSul mice. However, no enrichment of oxidative phosphorylation-related gene sets was evident between cancer cells from DIO and Con mice (Fig. 5D). Further, obesity-driven metabolic programming of cancer cells was evidenced by the marked differential enrichment of other metabolic gene sets (principally concerned with amide metabolism and biosynthetic reactions) between DIO and either the Con or DIOSul groups (Fig. 5E). To understand the molecular basis of the sulindac-driven enrichment of oxidative phosphorylation we profiled oxidative phosphorylation-related genes differentially expressed between DIO and Con or DIO and DIOSul. We found strikingly consistent enrichment of genes from complex I, III, IV, and V in multiple clusters from DIOSul, but not Con, relative to DIO (Fig. 5F). Similarly, we found several genes responsible for mitochondrial homeostasis to be differentially expressed across multiple clusters (*Bnip3*, *Romo1*, *Tomm22*, *Tomm7*) (Fig. 5G).

**Fig. 5:**
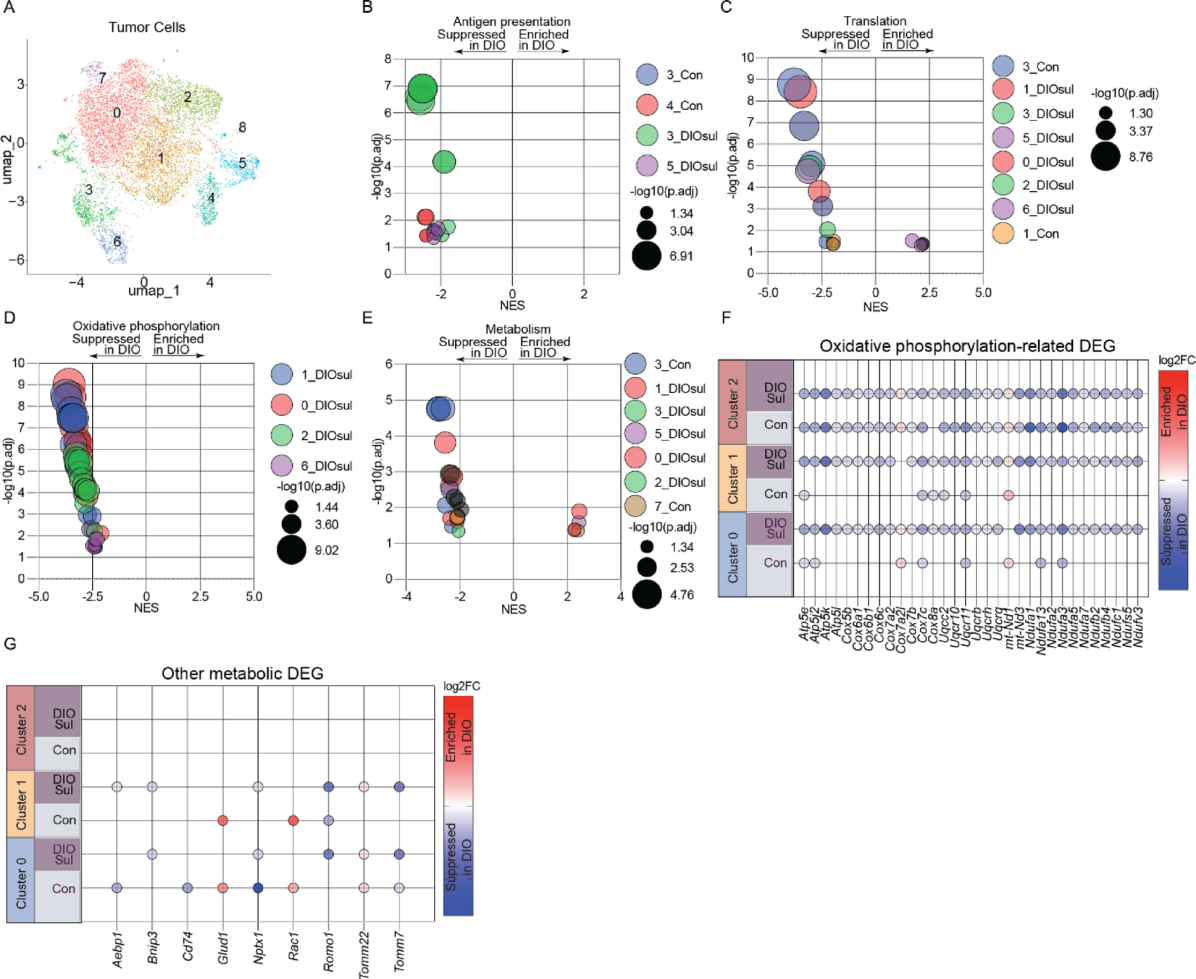
Sulindac reverses obesity-driven remodeling of tumor cells. scRNAseq of E0771 tumor cells subclustered based on GFP expression. UMAP projection (**A**). Significant GSEA enrichments generated, from indicated pathways, by cluster-wise comparison of DIO and DIOSul or Con groups. Antigen presentation (**B**), Translation (**C**), Oxidative phosphorylation (**D**), and Metabolism (**E**). Differentially expressed oxidative phosphorylation-related (**F**) and other metabolism-related (**G**) genes. Normalized enrichment score (NES) and − log10 (FDRq) are presented. FDRq < 0.05 was considered significant

### Sulindac rescues obesity-related reduction of TCR diversity in tumor infiltrating T cells

Blunted T cell mediated tumor control via perturbation of T cell metabolism is rapidly emerging as a key mechanism through which obesity promotes cancer [22, 23, 40]. Given that our bulk transcriptomic data demonstrated robust restoration of antitumor immunity by sulindac in obese mice, we next queried obesity-associated T cell dysfunction and the potential reversal of this dysfunction by sulindac. Specifically, to investigate how sulindac reverses obesity-driven immunosuppression, we first examined T cell subclusters (Fig. 6A). 

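T cell and cytotoxic genes were lower in E0771 tumors of obese mice than in those of obese mice given sulindac. Camera also called adipocyte markers lower in these DIO than DIOSul tumors. Skeletal muscle markers were lower in DIO than DIOSul tumors too, at medians of -1.68, -1.39 and -0.62 in the 3 lines (camera adjusted p = 5.1e-06, 6.23e-05 and 0.0104, and 0.725, 0.588 and 0.737 with an estimated correlation), and none passed by fry. Without DIOSul replicate 3 the metM-Wnt liver median was 0.0429, and its call was also lost without DIO replicate 3, 4 or 6. The metM-Wnt lung median was -0.41 without DIOSul replicate 5 (adjusted p = 0.169). All 5 arrays high in skin genes were of DIOSul mice. Of 22 T cell markers, 13 were higher with sulindac in E0771 tumors and none lower (18 when adjusted over the list alone). Their median was -1.25 (camera adjusted p = 1.16e-18, and 0.0253 with an estimated correlation). The score was -0.85 ± 0.30 (SD, n = 8) in DIO and 0.55 ± 0.60 (SD, n = 8) in DIOSul mice (exact p = 0.000155, the smallest that 8 arrays against 8 allow). Cd3e, a part of the T cell receptor, was at 6.33 ± 0.78 against 9.45 ± 0.71, and Cd8a, the coreceptor of killer T cells, at 4.93 ± 0.56 against 8.29 ± 1.13 (limma adjusted p = 0.000122 and 0.000173). Of 20 cytotoxic T and NK cell genes, 8 rose with sulindac (median -0.80, camera adjusted p = 1.85e-10, and 0.04 with an estimated correlation). Nkg7, a granule protein of killer cells, led them at a difference of -2.62 as DIO minus DIOSul (standard error 0.39, limma adjusted p = 0.000117). T cell exhaustion markers rose as well, at 5 of 9 (median -1.10, camera adjusted p = 8.47e-10, and 0.0166 with an estimated correlation). The checkpoint receptor Pdcd1 went from 4.67 ± 0.62 to 6.99 ± 0.86 (limma adjusted p = 0.000168). T cell markers rose in the same whole tumors, so these values do not tell more T cells from more exhaustion marker per T cell. The mean DIO signals of Cd8a and Pdcd1 lay below the lowest E0771 array median of 6.285. Macrophage markers rose at 10 of 20 (camera adjusted p = 9.31e-09, and 0.0409 with an estimated correlation). Adgre1, the F4/80 antigen, was at 11.53 ± 0.47 against 13.32 ± 0.45 (adjusted p = 4.1e-05). Neutrophil markers went the other way, 4 of 16 falling with sulindac (camera adjusted p = 0.000202, and 0.314 with an estimated correlation), such as Retnlg, a granule protein, by 3.27 as DIO minus DIOSul (standard error 0.73, limma adjusted p = 0.00614, but 0.0757 with B cell and lymph node scores in the fit).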

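Against Con mice the T cell markers were lower in E0771 DIO tumors at 8 of 22 (median -0.88, camera adjusted p = 2.6e-09, and 0.171 with an estimated correlation, exact p = 0.000333 for the score, n = 8 and 6). Thy1, a T cell surface protein, was at 8.40 ± 1.13 against 11.31 ± 0.94 (limma adjusted p = 0.00291). Sulindac raised 2 of 22 T cell markers in metM-Wnt lung tumors (19 when adjusted over the list alone), at a median of -1.03 (camera adjusted p = 6.24e-21, and 0.0628 with an estimated correlation, exact p = 0.0169, n = 7 and 7). Cd6, a receptor that tunes T cell activation, differed by -1.63 and Gzmb, the protease of killer cell granules, by -1.60 (standard errors 0.33 and 0.35, limma adjusted p = 0.0259 and 0.0497). Neither passed with only these groups in the fit (adjusted p = 0.173 and 0.208) or without DIO replicate 1, 5, 6 or 7 or DIOSul replicate 2, 6 or 7. Gzmb also did not with all lines in 1 fit (adjusted p = 0.0711), quantile normalization (0.0522), adipocyte and muscle scores (0.0577), B cell and lymph node scores (0.0642) or without DIO replicate 2 or DIOSul replicate 3 or 5. Without arrays high in muscle or skin genes, a setting chosen after the values were seen, no gene passed in this comparison. In metM-Wnt liver tumors none of the 20 cytotoxic genes passed over all genes and 12 were lower in DIO mice when adjusted over the list alone. Their median was -1.05 (camera adjusted p = 3e-16, and 0.273 with an estimated correlation). The score of that list was -0.74 ± 0.64 (SD, n = 7) in DIO and 0.33 ± 0.69 (SD, n = 7) in DIOSul mice (exact p = 0.014). Gzmb, its granule protease, was at 9.47 ± 1.15 against 11.14 ± 1.26 (limma adjusted p = 0.342). T cell markers in metM-Wnt liver tumors had a median of -0.78 (camera adjusted p = 8.08e-12, and 0.408 with an estimated correlation, exact p = 0.0495). By fry neither of these metM-Wnt liver lists passed (adjusted p = 0.167 and 0.319).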

We performed TCR sequencing and overlayed TCR clonal abundance with UMAP analysis (Fig. 6B). We identified 2 major CD8+ T cell clusters of interest, both of which were clonally expanded and expressed exhaustion markers *Pdcd1* (Pd1), *Havcr2* (Tim3), and *Lag3* (C3 [terminally exhausted] and C6 [progenitor exhausted]) (Fig. 6B), while only C6 retained markers of active proliferation (*Mki67* and *Top2a*) (Fig. S5). Further, 2 Treg clusters (marked by *Cd4*+ *Foxp3*+) were identified (C4 and C0), of which only C4 expressed markers of proliferation (*Mki67* and *Topa2*) (Fig. S5). The remaining T cell clusters were considered bystander-T cells unlikely to be capable of mounting a significant antitumor response, and hence not further analyzed. To identify where clonal diversity was altered between T cells from tumors of each diet group, we analyzed the sequence diversity of TCRs in all T cells detected by rarefication plot. TCR diversity was markedly reduced in tumors from DIO mice relative to all other groups (Fig. 6C). Given the lower overall diversity of TCRs in DIO tumors, we next assessed whether the proportion of poorly, moderately, and highly expanded TCRs would differ between groups. To do so, we binned TCR clones by clonal index and found highly similar overall distribution of TCR clonalities, indicating that expansion of the TCRs present was not altered by either obesity or sulindac (Fig. 6D).

**Fig. 6:**
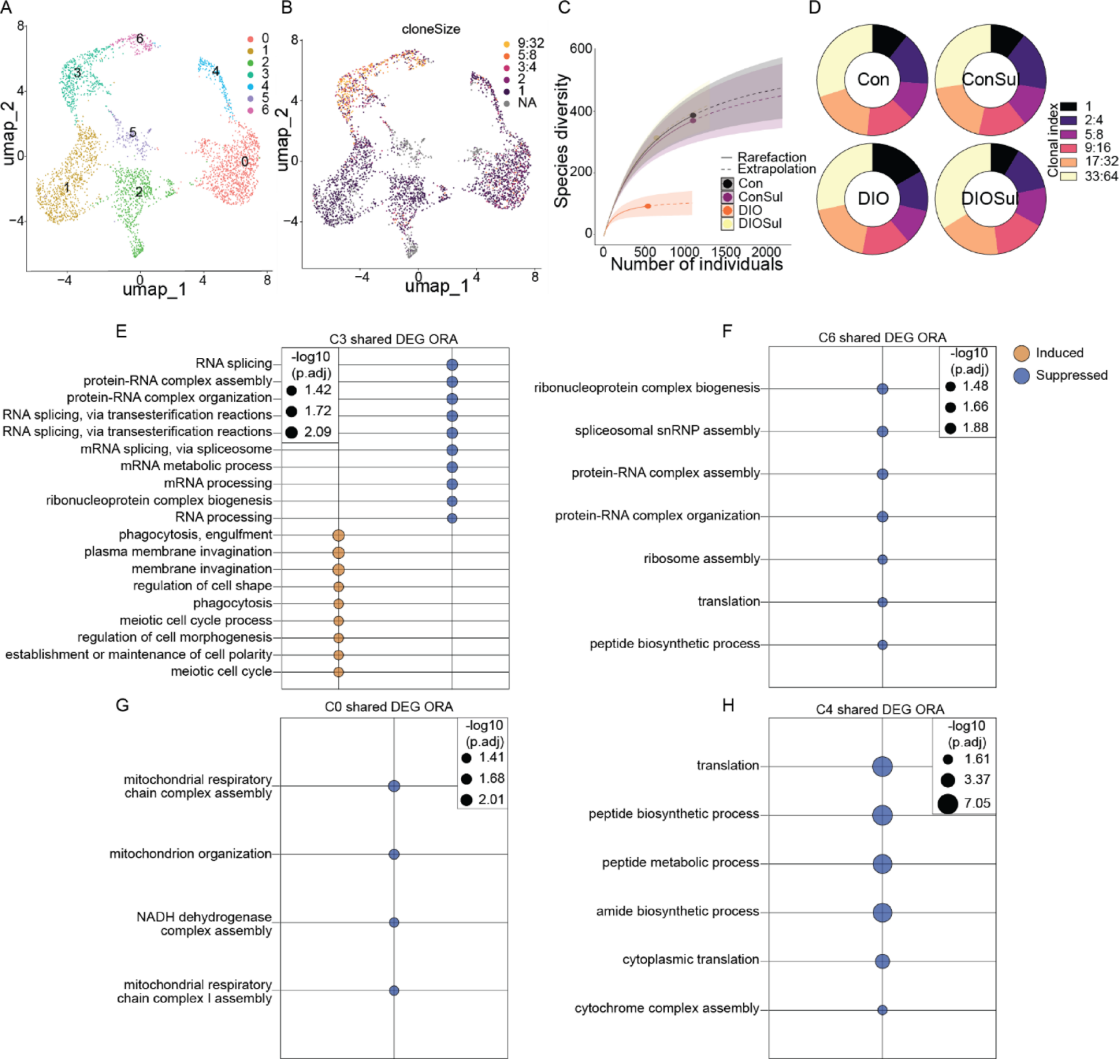
Sulindac restores TCR diversity to tumors of DIO mice. scRNAseq of T cells subclustered based on *Cd3e* expression. UMAP projection of global T cell population (**A**) and overlaid with TCR clone size (**B**). Rarefication plot of TCR diversity (**C**). Proportional abundance of TCR clonal indices (**D**). Cluster-wise over-representation analysis of DEG shared between comparisons of DIO and DIOSul, and DIO and Con groups (**E**–**H**). FDRq < 0.05 was considered significant

Metabolic stressors within the TME are known to profoundly limit T cell function in part by arresting T cell translation [41], yet how obesity-driven T cell dysfunction intersects with these observations is unclear. However, outside of the context of cancer, obesity-driven induction of ATF4 (a master regulator of protein translation) has been implicated in T cell dysfunction [42]. Thus, building on our observation that sulindac reversed obesity-driven impairment of TCR diversity, we hypothesized that mitigation by sulindac of obesity-driven metabolic abnormalities, including translation, would parallel restoration of T cell function. To test this hypothesis, we conducted differential tumoral gene expression analysis between DIO and either Con or DIOSul groups and then subjected the overlapping differentially expressed genes (DEG) from DIO vs. Con and DIO vs. DIOSul comparisons to overrepresentation analysis using Gene Ontology Bioprocesses. In both clonally expanded CD8 T cell clusters (C3 and C6) obesity suppressed signatures of translation (Fig. 6E, F). Within the Treg clusters (C0 and C4), obesity was again suppressive of numerous metabolic signatures, primarily affecting C0 oxidative phosphorylation signatures and C4 translation-related signatures (Fig. 6G, H).

### Sulindac reverses obesity-induced antigen presentation defects in TAMs

Metabolism in TAMs regulates their activation and function, with obesity recently shown to suppress T cell function in part through suppression of antigen presentation by TAMs [20, 43, 44]. Thus, given the striking loss of TCR diversity in tumors from DIO mice (Fig. 6C), we next examined whether restoration of an obesity-driven impairment in antigen presentation underpins the ability of sulindac to normalize tumoral TCR diversity. To do so, we evaluated the myeloid subcluster within the scRNAseq analysis (Fig. 7A). Given the established links between obesity, metabolism, and TAM dysfunction [20, 21], we prioritized TAM populations within this cluster. We identified 3 major TAM clusters (C0, C1, C6) marked by *Itgam* (Cd11b), *Adgre1* (F4/80), *Ly6c2* (Ly6C), and *Ccr2* expression (Fig. S6A, B). To interrogate how the distribution of markers of cellular metabolism and antigen presentation within TAMs vary across groups, we performed UCell enrichment analysis using Hallmark gene sets for Allograft Rejection (Fig. 7B), Oxidative Phosphorylation (Fig. 7C), and Glycolysis (Fig. S6C). We then visually compared the density of an Allograft rejection signature in cells across groups (Fig. 7D). To more precisely quantify this observation, we performed GSEA analysis in a similar manner to Fig. 5. We found that DIO suppressed signatures of antigen presentation relative to Con and DIOSul in C0 (Fig. 7E), and that this suppression was coincident with DIO-driven suppression of markers of oxidative phosphorylation relative to Con and DIOSul (Fig. 7F). We next profiled the molecular basis of these oxidative phosphorylation-related enrichments. We found differentially expressed oxidative phosphorylation-related genes between DIO and Con or DIOSul to be comprised primarily of genes from complex I (*Ndufa13*, *Ndufa7*, *Ndufc1*), III (*Uqcr10*, *Uqcrb*, *Uqcrq*), and IV (*Cox5b*, *Cox6a1*, *Cox7b*) spanning TAM clusters from DIOSul and Con, relative to DIO (Fig. S7A). All but 2 of oxidative phosphorylation-related DEG overlapped with the differentially expressed oxidative phosphorylation DEG identified in tumors (Fig. S7B, C).

**Fig. 7:**
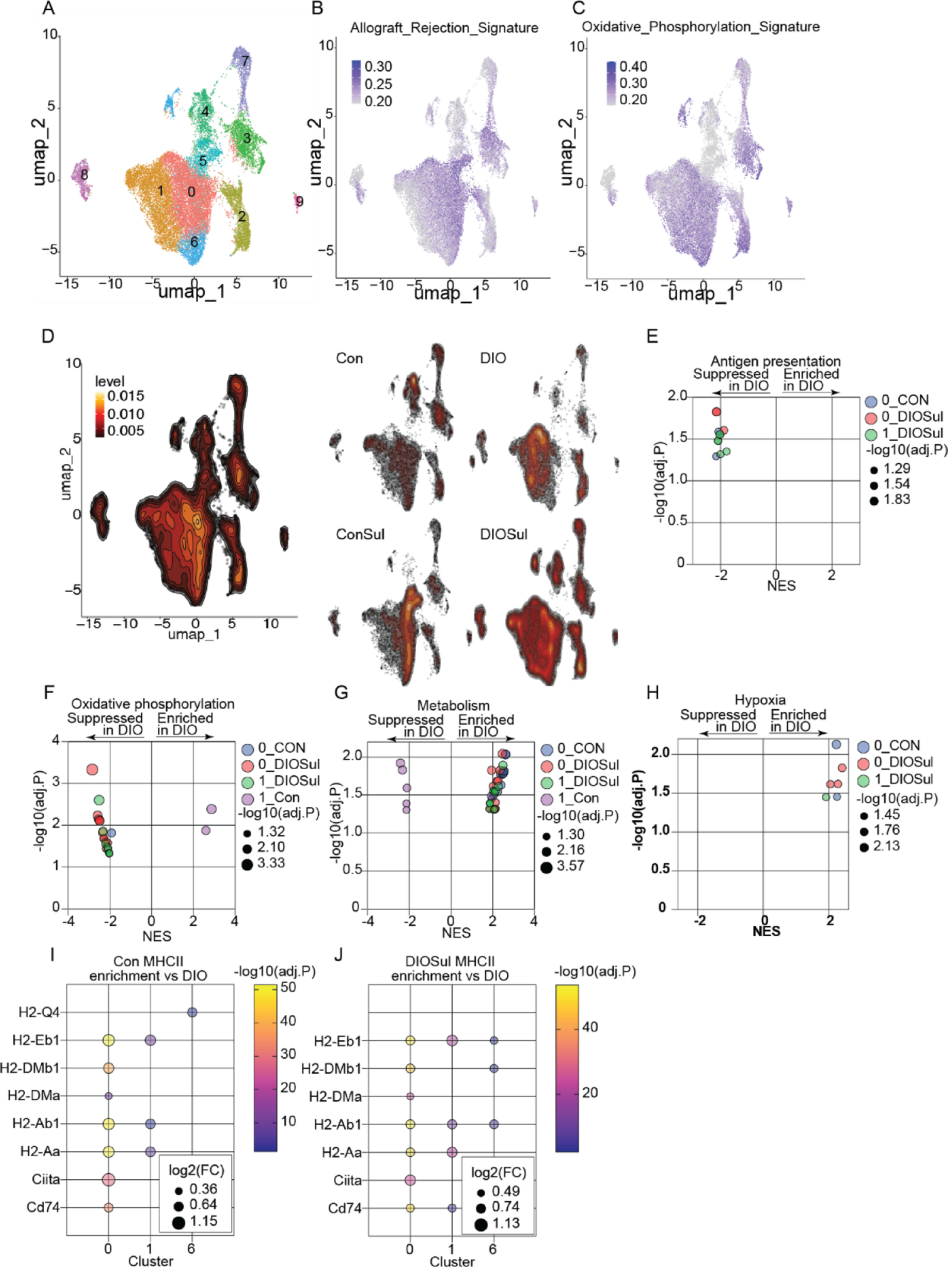
Sulindac restores antigen presentation and oxidative phosphorylation lost in TAMs from DIO mice. scRNAseq of myeloid cells subclustered based on *Itgam* expression. UMAP projection of global myeloid cell population (**A**) and overlaid with allograft rejection and oxidative phosphorylation signatures (**B**, **C**). Contour plot of cells from each group (**D**). Significant GSEA enrichments generated, from indicated pathways, by cluster-wise comparison of DIO and DIOSul or Con groups. Antigen presentation (**E**), oxidative phosphorylation (**F**), metabolism (**G**), and hypoxia (**H**). MHCII-related DEG from cluster-wise comparison of DIO and Con (**I**) or DIOSul (**J**) myeloid cells. Normalized enrichment score (NES) and − log10 (FDRq) are presented. FDRq < 0.05 was considered significant

To further investigate how obesity remodels TAM metabolism, we examined the enrichment of a range of redox- and amino acid metabolism-related gene sets, and found their expression was generally enriched by DIO relative to Con and DIOSul (Fig. 7G). The exception was in TAMs from C1, where antigen presentation was not affected by DIO relative to Con (Fig. 7G). We profiled differential gene expression related to these metabolism-related enrichments. We found redox- (*Gpx4*, *Gsr*, *Prdx5*, *Prxl2b*) stress- (*Atf3*, *Oas1a*), and endoplasmic reticulum- (*Cln8*, *Dab2*, *Ehd1*) related genes to be differentially expressed between DIO and Con or DIOSul (Fig. S7D). Obesity promoted hypoxia related gene set enrichments in TAM clusters relative to both Con and DIOSul (Fig. 7H). To address whether obesity reduced expression of MHCII-related transcripts, we assayed differential TAM cluster gene expression between DIO versus either Con or DIOSul groups. We found consistent obesity-driven suppression of a range of these transcripts including CIITA, a master regulator of MHCII expression, in all TAM clusters relative to Con (Fig. 7I). Moreover, inhibition of COX1 and COX2 by sulindac fully reversed the obesity-driven suppression of antigen presentation machinery (Fig. 7J).

## Discussion

Obesity is second only to smoking as a preventable cause of cancer-related death in the US [45]. However, accessible and effective interventions to limit obesity-driven tumor progression remain underdeveloped. Herein, we demonstrate preclinical evidence that a prototypical NSAID disrupts obesity-driven tumor growth and metastatic spread via remodeling of the TME. Specifically, sulindac treatment blunts the ability of obesity to i) engender a metabolic program characterized by suppressed oxidative phosphorylation and dysregulated glycolytic metabolism in the TME, and ii) suppress TCR diversity and antigen presentation in TAMs. Critically, sulindac treatment achieves such important remodeling of the TME without any requirement for weight loss, and represents a class of widely used, well-tolerated, and readily available drugs.

Obesity has well-established immunosuppressive effects in the TME that culminate in limited T cell-mediated tumor control and loss of immune editing [23]. For example, obesity enforces a metabolic program in T cells within the TME that limits their capacity for tumor control [22, 40]. This T cell dysfunction in the TME has been attributed to obesity-driven alterations in circulating hormones and cytokines including leptin [46]. Similarly, elevated inflammatory signaling in obesity curtails antigen presentation by TAMs [21] in a PD1-dependent manner [20]. Here, we found that sulindac treatment reverses derangements in both the metabolic and antigen presentation pathways in the TME. While we and others have previously demonstrated that obesity-driven defects in antitumor immunity can be reversed via weight loss [23, 25, 47], we now show that sulindac, without inducing weight loss, restores the TCR repertoire lost in obesity.

Immunosuppression in the TME has been widely reported, with prior work demonstrating the potential for NSAIDs, through several mechanisms, to restore immunosurveillance to the TME [48, 49]. NSAIDs are typically systemically distributed following oral administration, and thus a wide range of cell types have been implicated in the restoration of antitumor immunity. For example, disruption of thromboxane A2 production in platelets by aspirin enables T cell-mediated tumor control [48]. Similarly, ibuprofen promotes macrophage differentiation, T cell function, and tumor control [49]. Intriguingly, NSAID use may also support immunotherapy response in lung cancers [50]. Beyond direct use of NSAIDs, targeted treatment with resolvins and prostaglandins [32] can achieve similar benefits. NSAIDs may be an effective adjuvant for immunotherapy, but the interaction with obesity has not been considered despite knowledge that obesity alters sensitivity to immune checkpoint inhibitors [51, 52]. We show that sulindac not only increases TCR diversity but also potently controls tumor growth. Thus, our preclinical findings suggest that NSAID use in patients with obesity and cancer may remodel the TME, which may be highly germane to immunotherapy use. We employed NSAID treatment prior to orthotopic tumor transplant to model prophylactic NSAID use in a population known to be at higher risk of TNBC. However, these protective effects observed remain to be validated in a clinical study, and cannot be generalized to NSAID initiation post-TNBC diagnosis.

Beyond immune-mediated control of primary tumor growth, control of metastatic spread is a key aspect of NSAIDs in cancer. Clinically, use of NSAIDs is associated with reduced rates of metastasis, and increased survival across numerous cancer types [53]. However, these effects are inconsistent across different patient cohorts. Preclinical evidence demonstrates that NSAIDs blunt metastatic spread of cancer directly induced by the acute inflammatory wound healing responses to surgery [34] or morphine use [54]. Similarly, disruption of thromboxane A2 production by aspirin blocks metastasis in melanoma and lung cancer [48]. We demonstrate that suppression of obesity-driven inflammation by sulindac blocks the acceleration of metastatic spread.

While, we and others have found that obesity suppressed transcriptomic signatures of oxidative phosphorylation in solid tumors [25, 55, 56], here we show sulindac consistently protected against obesity-mediated suppression of oxidative phosphorylation in multiple myeloid and tumor cell clusters. Obesity suppresses oxidative phosphorylation and antigen presentation in dendritic cells in colon cancer [56], which parallels the metabolic changes we observed in TAMs. TAM metabolism is generally characterized by elevated glycolysis and interrupted oxidative phosphorylation, superficially parallelling the metabolic phenotype of classically activated pro-inflammatory (M1 polarized) macrophages. Yet, activation of TAMs through CD40 promotes their antitumor activity of TAM by inducing, rather than suppressing, oxidative phosphorylation [57]. Similarly, TAMs engineered to sustain oxidative phosphorylation achieve enhanced inflammatory responses [58]. Thus, our finding that sulindac enhanced both oxidative phosphorylation and antigen presentation in tumors of obese mice may reflect the complex relationships between TAM metabolism, antitumor immunity, and obesity. Such an understanding does not, however, preclude the potential for partial antagonism between sulindac-driven metabolic changes and antitumor immunity. Similarly, the metabolic milieu of the TME in obesity, may be particularly sensitive to the protective effects of sulindac, as indicated by the limited protection offered by sulindac in Con mice.

Obesity remodels oxidative phosphorylation and fatty acid metabolism in numerous cell types within the TME including tumor cells [22, 25, 55, 56], and obesity-driven accumulation of fatty acids in the TME suppresses antigen presentation by TAMs [21]. We show sulindac enriched oxidative phosphorylation in multiple myeloid and tumor cell clusters from obese mice, yet suppresses oxidative phosphorylation in the transcriptomic profiles of whole tumors from obese, this apparent contradiction may reflect altered cellular activation states or composition of tumors between groups, or context specific effects of the cell lines used. However, we did observe enrichment of several electron transport chain genes (*Ndufa13*, *Ndufa7*, *Ndufc1*, *Uqcr10*, *Uqcrb*, *Uqcrq, Cox5b*, *Cox6a1*, *Cox7b)* which spanned multiple clusters from both myeloid and tumor cells.

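Oxidative phosphorylation genes, which encode the respiratory chain and ATP synthase of mitochondria, were lower in E0771 and metM-Wnt lung tumors of DIO mice than of Con mice. Between DIO and DIOSul mice 1 of them passed in E0771 tumors and none did in the other lines. In E0771 DIO tumors 9 of 76 fell and 1 rose against Con (12 and 1 when adjusted over the list alone), at a median of -0.19 (camera adjusted p = 1.17e-06, 0.0584 by fry, and 0.357 with an estimated correlation). Cycs, the cytochrome that carries electrons to complex IV, was at 15.51 ± 0.26 (SD, n = 8) against 16.20 ± 0.17 (SD, n = 6), and Cox7a2l, a supercomplex assembly factor, rose by 0.61 (standard error 0.14, limma adjusted p = 0.00431 and 0.0147). Cox7a2l did not pass with only these groups in the fit (adjusted p = 0.0581), the replicate number as a block (0.0500), adipocyte and muscle scores (0.138) or B cell and lymph node scores (0.0702). The E0771 list did not pass against DIOSul (median -0.0569, camera adjusted p = 0.0638, or 0.0436 with array weights, exact p = 0.282 for the score, n = 8 and 8). Against Con mice 31 of 76 fell in metM-Wnt lung DIO tumors (median -0.24, camera adjusted p = 1.9e-07, and 0.175 with an estimated correlation). With Con and ConSul labels exchanged, a setting chosen after the values were seen, the median was -0.0717 (camera adjusted p = 0.00109). Ndufb8, a subunit of complex I, was at 8.07 ± 0.11 (SD, n = 7) against the Con arrays of wider spread at 9.04 ± 0.16 (SD, n = 6, limma adjusted p = 9.42e-06). Compared with DIOSul the metM-Wnt lung list was higher in DIO mice, at a median of 0.14 with no gene passing (camera adjusted p = 1.43e-05, 0.0665 by fry, and 0.328 with an estimated correlation). Its score was -0.0506 ± 0.0713 (SD, n = 7) in DIO and -0.18 ± 0.10 (SD, n = 7) in DIOSul mice (exact p = 0.0169). The metM-Wnt liver list had medians of -0.0857 against Con and 0.0757 against DIOSul (camera adjusted p = 0.0105 and 0.0161, and 0.77 and 0.765 with an estimated correlation). With adipocyte and muscle scores in the fit the medians against Con were -0.14 in E0771, -0.12 in metM-Wnt lung and -0.0463 in metM-Wnt liver, and the calls ended in metM-Wnt lung and metM-Wnt liver (adjusted p = 0.247 and 0.294). The metM-Wnt liver median against Con turned to 0.0423 with array weights and 0.0476 without Con replicate 7, and the call was also lost by fry (adjusted p = 0.766) and without Con replicate 5 or DIO replicate 1. Against DIOSul it was lost by fry (adjusted p = 0.730), over genes above the median signal (0.114) and without DIO replicate 4 or 5 or DIOSul replicate 3.

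**Figure D3:**
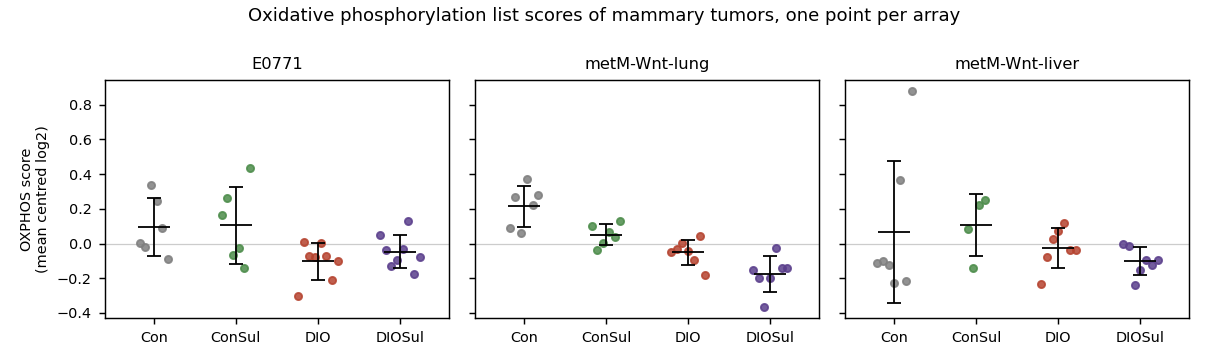
Array scores (mean centred log2 signal) of the oxidative phosphorylation list in Con, ConSul, DIO and DIOSul tumors of each cell line, with 1 point per array and bars for mean and SD. In metM-Wnt lung the scores fall from DIO (-0.0506) to DIOSul mice (-0.18).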

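The 9 electron transport chain genes that the paper names from its single cells were followed in the same whole tumors, and none passed between DIO and DIOSul mice in any line. Against Con mice, 5 of the 9 were lower in metM-Wnt lung DIO tumors, and 1 was lower in E0771. Uqcrb, a subunit of complex III, fell by 0.54 on the log2 scale in metM-Wnt lung (standard error 0.11, limma adjusted p = 0.000785), and Cox5b and Cox7b, subunits of complex IV, differed by -0.45 and -0.52 (limma adjusted p = 0.00697 and 0.00693). The metM-Wnt lung Con arrays are those of wider spread. None of these 3 genes passed with adipocyte and muscle scores in the fit, where Uqcrb differed by -0.13, Cox5b by -0.0337 and Cox7b by 0.0552 (adjusted p = 0.762, 0.958 and 0.933). With B cell and lymph node scores Cox5b and Cox7b did not pass (adjusted p = 0.0517 and 0.0582). Uqcrq, another part of complex III, was at 11.94 ± 0.19 (SD, n = 8) in E0771 DIO and 12.57 ± 0.28 (SD, n = 6) in Con tumors (limma adjusted p = 0.0198, but 0.0566 with the replicate number as a block, 0.0931 with adipocyte and muscle scores and 0.0548 without Con replicate 3). Between DIO and DIOSul mice Ndufa13, an assembly subunit of complex I, differed by 0.0275 in E0771 and 0.14 in metM-Wnt lung (limma adjusted p = 0.94 and 0.671).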

In conclusion, our findings demonstrate that obesity significantly impacts TNBC tumor progression by modulating the tumor microenvironment. Moreover, we provide evidence that sulindac can restore antitumor immunity and reverse the procancer effects of obesity. These preclinical data offer a promising avenue for future clinical studies to assess the potential of sulindac or other NSAIDs to be used as an adjuvant therapy in women with TNBC and obesity.

## Methods

### Sex as a biological variable

Because breast cancers, and particularly TNBC, are very uncommon in men [59], only female mice were used in this study.

### Cell culture

E0771 mammary carcinoma cells were purchased from ATCC (CRL-3461, Manassas, VA) and transduced with GFP-NanoLUC. M-Wnt, metM-Wnt^lung^, and metM-Wnt^liver^ mammary carcinoma cells were developed in the Hursting laboratory from MMTV-Wnt1 mice on a C57Bl/6 background [35, 60]. All cell lines were maintained between 10 and 90% confluency in RPMI1640 media without phenol red (GIBCO Life Technologies) supplemented with 10% FBS, 10 mmol/L HEPES buffer, 2 mmol/L L-glutamine, and 1% penicillin/streptomycin and passaged with)0.05% trypsin EDTA. Cell lines were allowed to adhere for 24 h, then were treated with varying doses of sulindac (S3131, Millipore Sigma, Burlington, MA), celecoxib (S1261, SelleckChem, Houston, TX), resveratrol (S1396, SelleckChem), or ruxolitinib (S1378, SelleckChem). Following a 48-h incubation, viability was determined using CellTiter-Glo (Promega, Madison, WI), with the percent luminescence of vehicle treatment used as the reference. The highest dose that did not reduce viability (dose before exponential decline; 50 µM sulindac, 10 µM, celecoxib, 10 µM resveratrol, 5 µM ruxolitinib) was then used for subsequent cell migration assays.

### Cell migration assay

A 500 µm gap between two sheets of cells was created by removing a two-chamber migration insert (Ibidi, Gräfelfing, Germany) after allowing cells to adhere overnight. Media containing indicated drugs was add at the time of removing the chamber, and time to wound closure was monitored by automated phase-contrast imaging at 15-min intervals.

### Mouse studies

Female C57BL/6 J mice 8–9 weeks of age (Jackson Labs, Bar Harbor, ME) were randomized to either a control (Con, 10 kcal% fat, D12450J, Research Diets, New Brunswick, NJ) or diet-induced obesity (DIO, 60 kcal% fat, sucrose-matched to Con, D12492, Research Diets) diet for 15 weeks. Mice were then randomized to either continue their same diet or be provided the same diet supplemented with 140 ppm sulindac for 5 weeks. This achieves a daily dose of 20 μg/g body weight for control mice, or, when allometrically scaled, roughly 250 mg daily for a 100-kg human [61]. Mice were orthotopically injected with 2 × 10^4^ cells from one of three metastatic cell lines (metM-Wnt^lung^, metM-Wnt^liver^, or E0771) and were monitored to tumor endpoint. Tumor growth was monitored by digital calipers and when tumors in any group reached 1.5 cm in any direction, all mice bearing tumors of the same cell line were euthanized. Tumors and mammary fat pads were excised, weighed, and flash frozen in liquid nitrogen. Lungs were excised, fixed in 10% neutral buffered formalin, and embedded in paraffin. Body composition was determined via quantitative magnetic resonance imaging (Echo Medical Systems, Houston, TX) prior to tumor cell injection. Mice were 33–34 weeks of age at euthanasia.

### Quantification of spontaneous lung metastasis

Four lung sections per mouse were sectioned at 500 μm intervals with individual thickness of 4 μm. Slides were stained with hematoxylin and eosin and evaluated for presence of metastatic cells by a veterinary pathologist blinded to group identity. Data were expressed as a proportion of mice with at least one detectable metastatic lesion.

### Lung colonization

Lung colonization was determined by delivering 5 × 10^5^ E0771 cells by tail vein injection into Con, DIO, ConSul, and DIOSul mice. Similarly to orthotopic tumor models diet-induced obesity was achieved with 15 weeks of high-fat diet feeding, followed by 19 weeks of sulindac treatment before tumor cell injection. Mice were monitored for evidence of labored breathing and euthanized after 4 weeks. Lungs were excised and weighed to determine tumor burden. Mice were 44–45 weeks of age at euthanasia.

### Cell line gene expression microarray analyses

Previously published transcriptomic profiling was access to enable cell line analysis. Raw data were downloaded from GEO accession GSE98703 [35] and analyzed using AltAnalyze [62] to generate raw sample gene expression values, group comparisons, and associated FDRq values. Volcano plots were generated using all relative expression values as the comparison and comparisons with − log10(FDRq) > 2 and log2(fold change) > 1.5 or <−1.5 were considered differentially expressed. Gene Set Enrichment Analysis (GSEA, V4.4.0) was performed using the Hallmark gene sets from the Molecular Signatures Database (MSigDB, V2024.1) [63, 64].

### Bulk tumor transcriptomic profiling gene expression

RNA was isolated from flash-frozen tumor tissue using a TRIzol/column purification method with a Qiagen RNeasy Mini Kit. RNA quality was assessed using a bioanalyzer. Fragmented, biotinylated sense-strand cDNA was generated from total RNA using the *GeneChip™ WT PLUS Reagent Kit* (Applied Biosystems, Carlsbad, CA) according to the manufacturer’s protocol. Hybridization, washing, staining, and scanning were performed on an *Affymetrix GeneTitan™* instrument using the *Clariom™ S Mouse Assay HT* and the *GeneTitan Hybridization, Wash, and Stain Kit for WT Arrays* (Applied Biosystems). Transcriptome data were processed and analyzed with *Transcriptome Analysis Console (TAC) Software v4.0* (Thermo Fisher Scientific). SST-RMA normalized data were used to identify DEG and to perform gene set enrichment analysis (GSEA) using Hallmark gene sets.

### Single cell RNAseq

Approximately 25 mg of freshly excised tumor was dissociated into a single-cell suspension using a cold protease protocol at 4 °C adapted from methods previously described and flow-sorted for live-dead selection and doublet discrimination [65, 66]. Single-cell suspensions were loaded on a 10 × Chromium Controller, and 10 × Genomics 5′ libraries were prepared according to 10 × specifications (10 × Genomics, Pleasanton, CA). Libraries were sequenced on an Illumina NovaSeq 6000 S2 2 × 50 flow cell at the UNC High Throughput Sequencing Facility. Raw data were processed using CellRanger V3.0.0. Filtering, subclustering, and differential gene expression analysis was conducted using Seurat V4.3.0 [67, 68]. Cells with more than 10% mitochondrially encoded transcripts were removed as low quality. TCR sequencing was analyzed using TCRepetoire V3.2.0. GSEA was conducted using Fgsea [69] and visualized using UCell [70]. Over-representation analysis was conducted using clusterProfiler (V3.0.4) [71]. Tumor cell subcluster was determined using GFP expression, filtered based on no *Ptprc* expression, nCount (1,500–50,000), and nFeatures (200–6,000), and clustered using resolution of 0.3 and 30 PCA dimensions. T cell and myeloid subclusters were determined using *Cd3e* and *Itgam* expression respectively, filtered based on no GFP expression, nCount (1,000–25,000), and nFeatures (750–4,500), and clustered using resolution of 0.3 and 12 (T cell) or 15 (myeloid cell) PCA dimensions.

#### Tumor tissue oxylipin analysis

Tumor tissue was homogenized, and lipids were extracted in methanol, centrifuged at 15,000 rcf, and loaded onto an Oasis MAX micro-elution plate (Waters Corp). Samples were then eluted using propanol/acetonitrile (50/50, v/v) containing 5% formic acid. An Acquity I-Class UPLC and Xevo TQ-XS (Waters Corp) triple-quadrupole mass spectrometer operating using multiple reaction monitoring in negative ion mode with argon as the collision gas was used to separate and detect PGE_2_, PGF_2_, 6-keto PGF1a, and 9,10-EpOME. Quantification was expressed as the ratio of sample signal to internal isotopically-labeled standard peak height and normalized to mass of tumor tissue used.

#### Statistical analysis

Graphpad Prism V10.4.2 and R V4.4.2 were used to analyze data. Error is expressed as mean ± SEM. Differences between groups were determined using one-way ANOVA or two-way ANOVA as indicated. Differences between metastatic burden of lungs were determined using pairwise Fisher’s exact test with FDR correction for multiple hypothesis testing. Nonlinear curve-fitting was used to assess in vitro response to indicated compounds. FDRq < 0.05 was considered significant in all analyses.

## Supplementary Information

Supplementary Material 1

## Data Availability

Bulk tumor transcriptomic data are available at GSE294944 and scRNAseq data are available at GSE294999. All other data is contained within the article and its additional files, further details available on request to the corresponding authors (SDH and MFC).

# Supplementary material for: The nonsteroidal anti-inflammatory drug sulindac reverses obesity-driven immunosuppression and triple-negative breast cancer progression
**Source:** Breast Cancer Res. 2025 Oct 24;27:186. doi: 10.1186/s13058-025-02134-2
**Supplement:** Supplementary file 1 — Supplementary Material 1

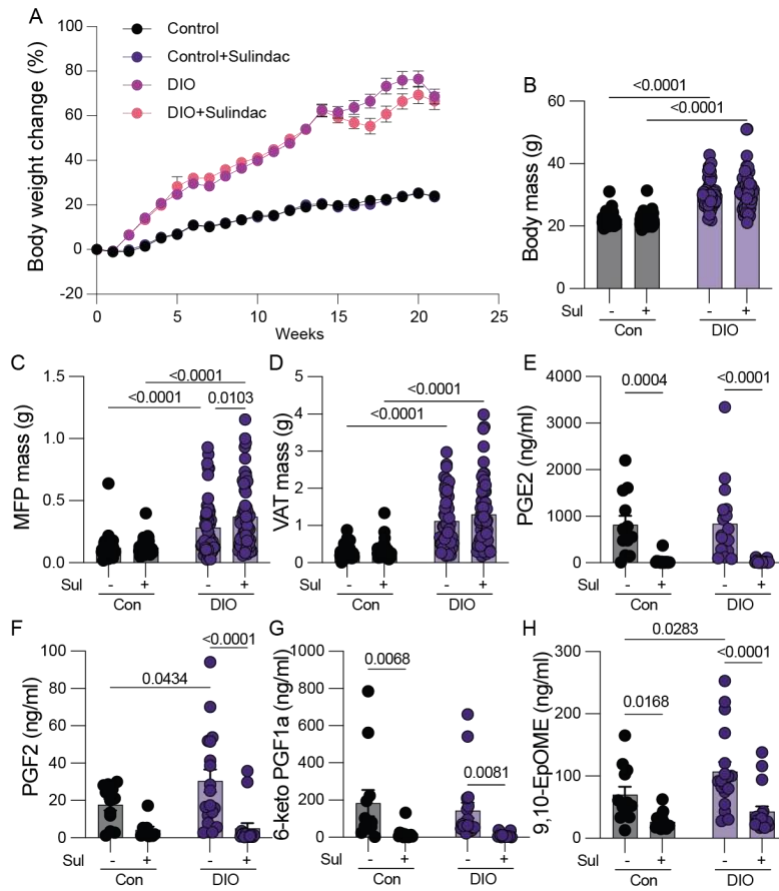

Figure S1: Sulindac supplementation limits PGE₂ production without weight loss

Body weight change (%) of Con and DIO mice before (weeks 0-15) and after (weeks 16-23) exposure to sulindac (n=53-59/group). Terminal body mass (B) (n=51-59), mammary fat pad mass (C) (n=53-59), and visceral fat mass (D) (n=50-58). PGE₂, PGF₂, 6-keto PGF_{1α}, and 9,10-EpOME levels from E0771 tumors (E-H) (n=12-18). Statistical significance determined by two-way ANOVA followed by Šídák's post hoc test (B-H).

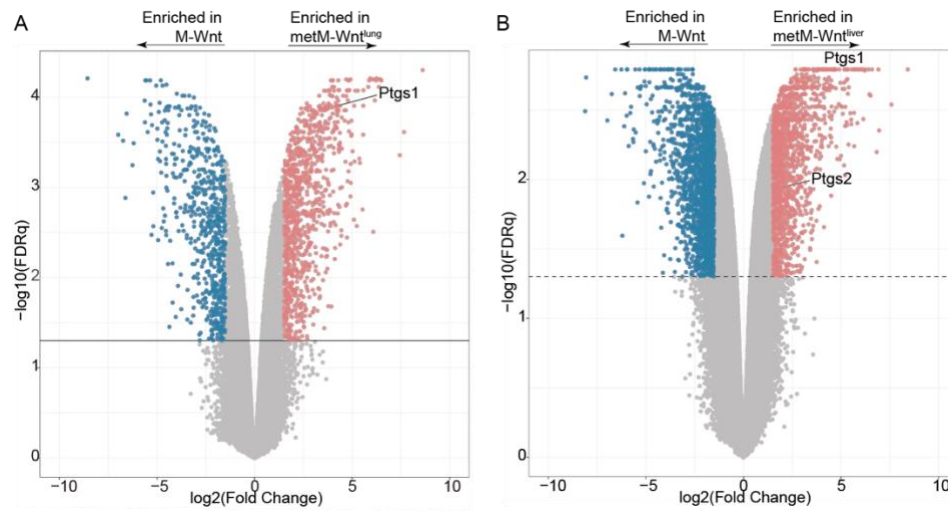

Figure S2: COX expression is elevated in metastatic TNBC subclones

DEG from pairwise comparisons of in vitro transcriptomic profiles of M-Wnt with metM-Wnt^{lung} (A) or metM-Wnt^{liver} cells (n=3/group).

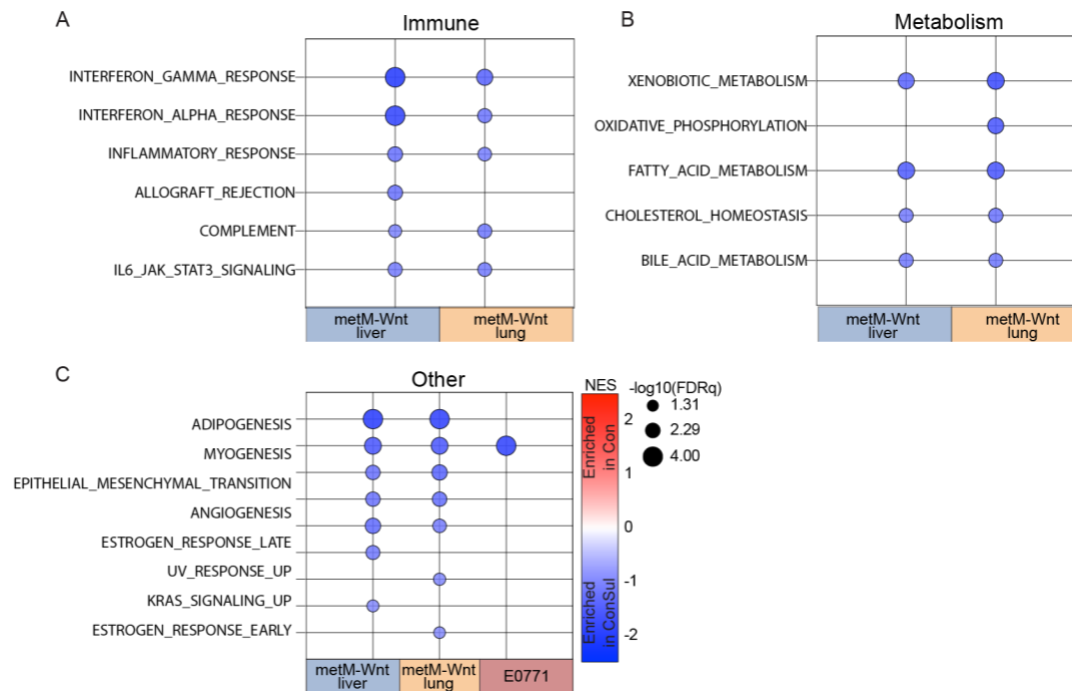

Figure S3: Sulindac supports antitumor immunity in control mice

Significantly enriched GSEA Hallmark gene sets in pairwise comparisons of tumoral transcriptomic profiles of metM-Wnt^{lung}, metM-Wnt^{liver}, and E0771 tumors (n=4-7/group). Transcriptomic profiles for tumors generated from each cell line were subjected to pairwise GSEA comparisons of Con vs. ConSul for immune- (A) and metabolism-related (B), and other gene sets (C). Normalized enrichment score (NES) and -log10 (FDRq) are presented. FDRq <0.05 was considered significant.

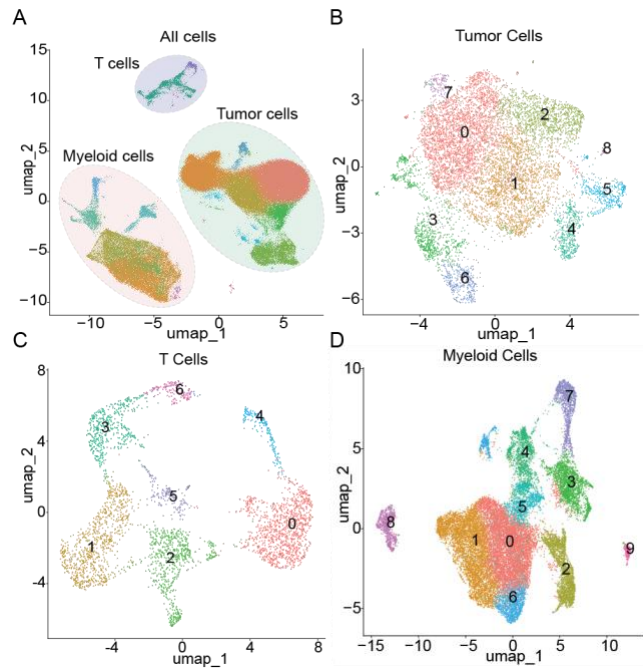

Figure S4: Subclustering approach for scRNAseq analysis

scRNAseq of cells from E0771 tumors were sequentially subclustered based on GFP expression and then immune cell markers (*Cd3e* and *Itgam*). Global UMAP projection (A). Tumor cell subcluster UMAP projection (B). T cell subcluster UMAP projection (C). Myeloid cell subcluster UMAP projection (D).

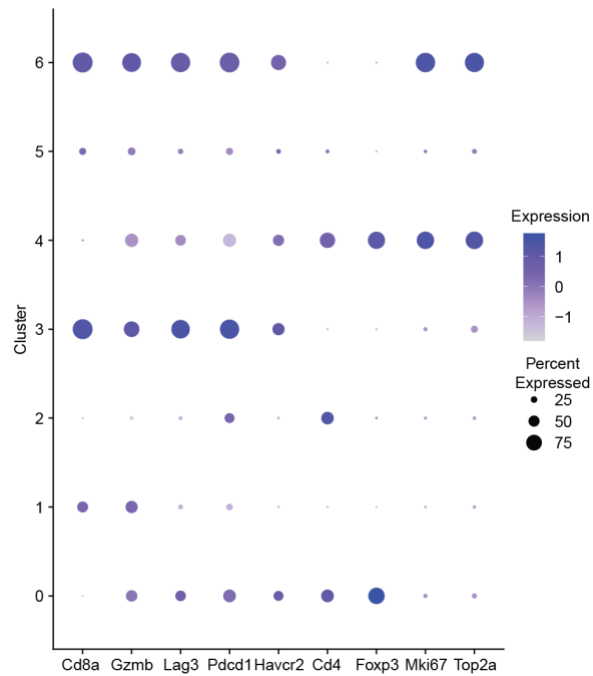

Figure S5: Expression of T cell marker genes

scRNAseq of T cells subclustered based on *Cd3e* expression. Average scaled expression (z-score) and percentage of cells expressing representative marker genes in each cluster.

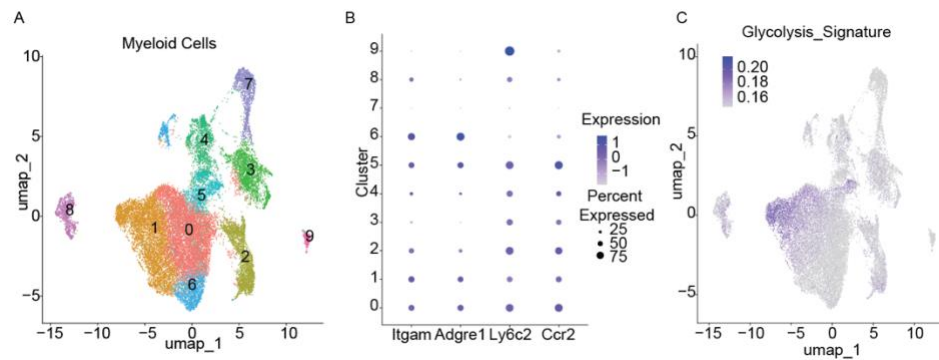

Figure S6: Expression of myeloid cell marker genes

scRNAseq of myeloid cells subclustered based on *Itgam* expression. Average scaled expression (z-score) and percentage of cells expressing the transcript in each cluster are presented. UMAP projection of global myeloid cell population (A). Average scaled expression (z-score) and percentage of cells expressing representative marker genes in each cluster (B). UMAP projection overlaid with glycolysis signature (C).

How the deposited data were processed for this re-analysis (not part of the article)

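Whole mammary tumors of 79 female C57BL/6J mice were measured, 1 array per tumor, on Affymetrix Clariom S Mouse HT arrays. The deposited log2 values were made by the authors with SST-RMA in Transcriptome Analysis Console, 1 value for each of 22206 transcript clusters and each array. They were used as deposited, without further scaling. No value is missing and no array was left out. The array medians of Con, ConSul, DIO and DIOSul tumors were 6.35 to 6.53, 6.39 to 6.46, 6.285 to 6.4 and 6.35 to 6.59 in E0771. They were 6.51 to 6.805, 6.49 to 6.66, 6.33 to 6.75 and 6.44 to 6.64 in metM-Wnt lung, and 6.44 to 6.63, 6.42 to 6.665, 6.45 to 6.56 and 6.44 to 6.65 in metM-Wnt liver tumors. Depth of reading does not apply to arrays, and precision is set by the 4 to 8 tumors per group.

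Gene symbols came from the platform table and were checked by gene ID against the RefSeq annotation of mouse build GRCm38, where all 19572 transcript clusters with exactly 1 symbol were found. The other 2634 carry no symbol in the table used here and were not analysed. Of 55 genes with several transcript clusters, the one with the highest mean over all arrays was kept, which left 19505 genes. Conditions, cell lines and replicate numbers were read from the sample records alone. The replicate numbers do not pair mice. After group means were removed, arrays with the same number in different groups correlated at -0.00692 in E0771, 0.0430 in metM-Wnt lung and -0.0116 in metM-Wnt liver on average.

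Within each line limma 3.58.1 under R 4.3.3 fitted the 4 groups in 1 model. The comparisons were DIO with Con, DIO with DIOSul and Con with ConSul, and DIO minus DIOSul less Con minus ConSul tested whether the sulindac effects differ. P-values were adjusted by the Benjamini-Hochberg method over all genes, and a gene or list was called at an adjusted p under 0.05. The 41 lists hold marker and pathway genes written by hand and were tested with camera at a preset correlation of 0.01 and, as an alternative, an estimated one. They are not the Hallmark sets of the paper, which were not used here. Array scores were compared by two-sided exact permutation tests, whose p-values are given without adjustment for the number of lists. The genes named in the text follow a rule fixed beforehand. It takes up to 5 genes per direction with the largest difference among called genes whose groups do not overlap, up to 4 called members of a named list with the smallest adjusted p (otherwise its first 2 members), and the genes the paper names. Genes of this rule without a symbol in that table were not analysed here.

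The alternatives tried were an estimated correlation, preranked GSEA with fgsea 1.28.0, fry, only the 2 groups compared, all 3 lines in 1 fit, the replicate number as a block, quantile normalization, array weights and trended robust variances. Others were only the genes above the median signal, the mean over transcript clusters, a log2 fold of at least 1, adipocyte and muscle scores or B cell and lymph node scores as covariates, and each array left out in turn. Muscle score above 2 or keratinocyte score above 1 marked an array as high in that tissue. Reactome mouse pathways, 21 in number, were tested beside the lists, and 7, 8 and 4 were called in the 3 E0771 comparisons, 9, 9 and 7 in metM-Wnt lung and 4, 5 and 2 in metM-Wnt liver tumors. Of the DIO comparisons, the Reactome MHC class II pathway was called only in metM-Wnt lung against DIOSul (median -0.0529, camera adjusted p = 0.0479). In E0771 it had adjusted p = 0.158 against Con and 0.0903 against DIOSul. Reactome interferon gamma signaling was lower in every DIO comparison. Extracellular matrix organization was not called in E0771 against Con (adjusted p = 0.331). Each comparison was also made on 100 splits of its arrays into groups of the same sizes (seed 20251). On simulated data with the observed spreads, 46 of 50 genes changed by 1 on the log2 scale were called in E0771, 37 in metM-Wnt lung and 36 in metM-Wnt liver, and at 0.5 it was 9, 11 and 5. Of 19270 unchanged genes 7, 3 and 3 were called, and 2 of 2 shifted lists but 0 of 39 others. The simulated genes were drawn independently of each other, so these values do not show how often camera calls lists of correlated genes.

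The single-cell RNA sequencing, the arrays of cultured cells and the other measurements of the paper were not analysed here.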

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

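The tests of the metM-Wnt lung Con and metM-Wnt liver ConSul arrays, and the estimated correlation in tests between lines and between sulindac effects, were chosen only after their values were seen, and the other tests before. Sulindac effects on immune genes differed between DIO and Con mice in E0771, where a test of DIO minus DIOSul less Con minus ConSul gave medians of -0.42 for type I interferon, -1.10 for interferon gamma, -1.37 for MHC class II, -1.36 for T cell, -0.77 for cytotoxic and -0.53 for mitosis genes. The IL6, TNF and inflammatory lists did not pass there (limma camera adjusted p = 0.446, 0.696 and 0.619), and adipocyte markers differed too, by -0.99. With an estimated correlation 1 of 16 lists held, that of dendritic cell markers (adjusted p = 0.0262), and none of those named here did. The same test in metM-Wnt liver tumors gave 0.68 for type I interferon and 1.1 for complement genes, beside 2.73 for adipocyte markers and 1.45 for xenobiotic genes. The 1 list called lower there was that of cytotoxic genes, at -0.80. With an estimated correlation 0 of 11 lists held there, and the test includes the ConSul arrays that stand apart. Tumors of the 3 lines also differed from each other by a direct test. For DIO against Con, E0771 less metM-Wnt liver gave -0.49 for type I interferon, -0.54 for interferon gamma, -0.73 for MHC class II, -0.49 for T cell, -0.49 for mitosis and -0.13 for oxidative phosphorylation genes, beside -1.33 for skeletal muscle and -0.999 for matrix genes. For DIO against DIOSul the same pair gave -0.43, -0.70, -1.09, -0.57, -0.29 and -0.14 in that order. E0771 less metM-Wnt lung gave -0.53 for interferon gamma, 0.61 for neutrophil, -0.20 for mitosis and -0.18 for oxidative phosphorylation genes, and metM-Wnt lung less metM-Wnt liver gave -0.21 for type I interferon, -0.82 for MHC class II and -0.43 for T cell genes, beside -0.73 for skeletal muscle genes. With an estimated correlation none of the lists called between lines held. Called genes that differ between lines numbered 12 for E0771 against metM-Wnt liver in DIO with Con. In DIO with DIOSul they were 97 for E0771 against metM-Wnt lung, 135 against metM-Wnt liver and 0 between the metM-Wnt lines, where 718 had an unadjusted p under 0.05 and camera called 9 lists.

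Signals outside the sets the paper discusses were neutrophil markers, higher in E0771 DIO tumors than in Con by a median of 1.02 and than in DIOSul by 0.92, and the 5 DIOSul arrays high in skin keratinocyte markers. Single arrays lay far from the others of their group in 18 of 132 groups, where chance gives about 1 in 20. For muscle scores these were E0771 Con replicate 1 at 5.32 and DIO replicate 3 at -0.0192, metM-Wnt liver Con replicate 5 at 1.41, ConSul replicate 3 at 4.44 and DIO replicate 7 at 4.02, and metM-Wnt lung DIO replicate 6 at 3.71. Keratinocyte scores stood out in E0771 DIOSul replicate 3 at 5.47, metM-Wnt liver ConSul replicate 4 at -0.20 and DIOSul replicate 4 at 4.88, and metM-Wnt lung DIO replicate 5 at -0.0104. Adipocyte scores did in metM-Wnt liver DIO replicate 2 at 0.46 and metM-Wnt lung DIO replicate 4 at 2.39. The interferon scores of metM-Wnt liver DIO replicate 3 and DIOSul replicate 1 were -0.95 and -0.99 (type I), and that of metM-Wnt lung Con replicate 5 was 1.38 (gamma). The cytotoxic score of E0771 Con replicate 6 was -0.62, and the mitosis scores of E0771 DIO replicate 1 and metM-Wnt liver DIOSul replicate 2 were -1.06 and -0.34.

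Splits of the same arrays into other groups of the same sizes, 100 for each comparison with the real one included, asked whether chance can be excluded. For the number of genes it can be in each comparison with genes called except metM-Wnt lung DIO with DIOSul, with only 1 split as large. In that comparison 2 splits were as large. Its count was 1 without DIO replicate 1 and 225 without DIO replicate 4, so chance stays open there. E0771 tumors gave 1008 genes against Con and 981 against DIOSul, where the highest other splits gave 268 and 297. metM-Wnt lung tumors gave 5340 and 48, where the highest others were 3900 and 564, and the Con with ConSul counts of 3396 there and 2226 in metM-Wnt liver tumors had highest others of 840 and 1005. Why a split of metM-Wnt lung arrays called 564 genes was not tested. The counts of 0 in E0771 Con with ConSul and in both DIO comparisons of metM-Wnt liver tumors test nothing, since all 100 splits reach 0, and by limma the highest others had 6, 3 and 2 genes. At an unadjusted p under 0.05 these comparisons held 1636, 1045 and 1470 genes.

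For the number of lists chance cannot be excluded in any comparison. In E0771 the counts of 21, 18 and 11 (DIO with Con, DIO with DIOSul and Con with ConSul) were reached in 17, 18 and 46 splits, with highest others of 28, 22 and 21. In metM-Wnt lung tumors 24, 23 and 20 were reached in 16, 22 and 10, with highest others of 28, 27 and 22. In metM-Wnt liver tumors 21, 21 and 15 were reached in 12, 13 and 21, with highest others of 24, 26 and 25. Over the other splits the median, in the same order, was 16, 14 and 10 lists in E0771. It was 17, 17 and 13 in metM-Wnt lung and 13, 15 and 11 in metM-Wnt liver tumors.

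Oxidative phosphorylation genes were lower in DIO than in Con tumors by medians of -0.19 in E0771, -0.24 in metM-Wnt lung and -0.0857 in metM-Wnt liver. The metM-Wnt lung median was -0.0717 with Con and ConSul labels exchanged, a setting chosen after the values were seen. With an estimated correlation none of the 3 calls held (limma camera adjusted p = 0.357, 0.175 and 0.770), and the metM-Wnt liver median turned to 0.0423 with array weights and 0.0476 without Con replicate 7. Less fat pad and muscle tissue in the DIO samples may account for part of this, since with adipocyte and muscle scores in the fit the medians were -0.138, -0.118 and -0.0463. Leaving out 1 array at a time, the share kept ranged from 0.222 to 0.934, -0.208 to 0.702 and 0.189 to 1.01. Tissue content and an effect of obesity on the tumor cells cannot be told apart here, because in metM-Wnt lung the adipocyte score is highest in the Con arrays, which stand apart from the ConSul arrays of the same diet too, and the shares depend on single arrays.

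Interferon and antigen presentation genes, 86 in all, were lower in DIO than in Con tumors by medians of -0.83 in E0771, -1.54 in metM-Wnt lung and -0.40 in metM-Wnt liver, though none of their lists held its call with an estimated correlation. Lymph node tissue taken with the tumor is excluded as the whole cause, since with B cell and lymph node scores in the fit the medians were -0.779, -1.39 and -0.352 and B cell markers themselves differed by -0.0852, 0.0204 and 0.0471. After adipocyte and muscle scores were fitted the medians were -0.813, -1.14 and -0.311. Fat pad and muscle tissue are not excluded by this, since a linear fit of marker scores may not remove all of their effect. In metM-Wnt lung the adipocyte score is also highest in the Con arrays. The shares kept when 1 array was left out were at least 0.791, 0.63 and 0.660 for fat and muscle and 0.810, 0.866 and 0.773 for lymph node scores. Fewer immune cells in the tumor and less expression per cell both stay open in whole tumors, and in metM-Wnt lung so does the difference described next. DIO tumors were also larger by the paper's account, and tumor mass was in none of the fits, so its part was not tested.

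The metM-Wnt lung Con and metM-Wnt liver ConSul arrays, 10 in all, stood apart from the other 41 metM-Wnt arrays. Over 1463 sensory receptor genes, which tumors are not expected to express, the deviations of the 2 groups correlated at 0.709, where the highest of 15 other pairs of groups reached 0.362, so a technical difference shared by these arrays may exist. After adipocyte and muscle scores were fitted out the correlation was 0.510 (highest other 0.175). More fat pad tissue is not excluded by this, since a linear fit of marker scores may not remove all of its effect. The pair of groups was also picked after its values were seen. Exchanged Con and ConSul labels in metM-Wnt lung cannot be told from this, because with them 11 of 14 directions of Fig. S3 are met against 1 as labelled, but 3 of 8 directions of Fig. 4 for DIO with Con against 7 as labelled. No biological explanation was tested, and a shared processing day is not given in the sample records.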

How the results depend on the processing

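The settings without the arrays that stand apart, with a shared term for them, with exchanged metM-Wnt lung labels and without arrays high in muscle or skin genes were chosen only after the values were seen, and all others before. For the 9 comparisons, the number of genes or lists called stayed within 1.5 times the reported one in 379 recounts under planned settings and 24 under added ones. The exceptions follow, and except where genes or arrays were fewer, the cause was not tested. Over the genes and lists named in the text, 2942 values kept their direction and side of the threshold, 198 were weaker, 22 stronger and 13 reversed. Another 59 changed sign and passed the threshold neither before nor after. Preranked GSEA, trended robust variances and the mean over transcript clusters moved no count by more than that.

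With an estimated correlation the lists called were 0 in E0771 DIO with Con, 9 in DIO with DIOSul and 0 in Con with ConSul, 0 in each metM-Wnt lung comparison, and 0, 0 and 2 in metM-Wnt liver. By fry they were 0 in E0771 Con with ConSul, 8 in metM-Wnt lung DIO with DIOSul and 0, 0 and 6 in metM-Wnt liver. With only the compared groups in the fit (fewer arrays) the genes called were 380 in E0771 DIO with Con, 0 in metM-Wnt lung DIO with DIOSul and 1332 in metM-Wnt liver Con with ConSul. All lines in 1 fit gave 11 in E0771 Con with ConSul, 144 in metM-Wnt lung DIO with DIOSul and 6 in metM-Wnt liver DIO with DIOSul. Array weights gave 3781 and 4780 in the E0771 DIO comparisons and 150 in metM-Wnt lung DIO with DIOSul. A log2 fold of at least 1 left 336 and 446 in those of E0771, 1847 in metM-Wnt lung DIO with Con, and 1306 and 922 in the Con with ConSul comparisons of metM-Wnt lung and metM-Wnt liver. Only the genes above the median signal (fewer genes) gave 3446, 148 and 1937 in the metM-Wnt lung comparisons and 1005 in metM-Wnt liver Con with ConSul, with 7 lists in E0771 Con with ConSul and 10 in metM-Wnt liver DIO with DIOSul. Quantile normalization gave 9 lists in metM-Wnt liver Con with ConSul.

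With the replicate number as a block 583 genes were called in E0771 DIO with Con and 73 in metM-Wnt lung DIO with DIOSul. Same-number arrays of different groups correlated by more than 0.1 in 3 of 38 pairs in E0771, 10 of 37 in metM-Wnt lung and 3 of 33 in metM-Wnt liver.

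With adipocyte and muscle scores as covariates the genes called were 162 and 595 in the E0771 DIO comparisons, 477 in metM-Wnt lung DIO with Con, and 595 and 304 in Con with ConSul of metM-Wnt lung and metM-Wnt liver. The lists were 13 and 8 in DIO with Con and Con with ConSul of metM-Wnt lung, and 13 and 9 in those of metM-Wnt liver. Under this setting the muscle list of E0771 Con with ConSul turned to 0.48, the adipocyte list of E0771 DIO with Con to 0.00193 and the muscle list of metM-Wnt lung DIO with DIOSul to 0.0798, in metM-Wnt lung DIO with Con the adipocyte list turned to 0.0329, fatty acid oxidation to 0.34, hypoxia to -0.13 and Cox7b to 0.0552, and in metM-Wnt lung Con with ConSul the adipocyte list turned to -0.0768 and Adipoq to -1.04. The adipocyte and muscle lists are themselves the covariates. B cell and lymph node scores gave 239 and 318 genes in the E0771 DIO comparisons, 2819 in metM-Wnt lung DIO with Con, and 13 and 8 lists in DIO with DIOSul and Con with ConSul of metM-Wnt liver. Oxidative phosphorylation in metM-Wnt liver DIO with Con turned to 0.0423 with array weights, and with 1 array left out it ranged from -0.16 without Con replicate 4 to 0.0476 without Con replicate 7. The muscle list ranged from -1.43 without Con replicate 5 to 0.0141 without Con replicate 1 in E0771 DIO with Con, and from -1.45 without DIO replicate 7 to 0.0429 without DIOSul replicate 3 in metM-Wnt liver DIO with DIOSul.

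The shared term assumes the same sulindac effect in Con mice of both metM-Wnt lines. It left 419 genes in metM-Wnt lung DIO with Con, and 16 in the 1 estimate of Con with ConSul that the lines then have in common. Exchanged labels gave 420 in metM-Wnt lung DIO with Con. Without the arrays that stand apart 2 were called in metM-Wnt lung DIO with DIOSul. Without arrays high in muscle or skin genes 595, 533 and 1 were called in the E0771 comparisons, 0 in metM-Wnt lung DIO with DIOSul and 1436 in metM-Wnt liver Con with ConSul. The correlation of the DIO with Con and DIO with DIOSul differences was 0.533, 0.238 and 0.0961 in E0771, metM-Wnt lung and metM-Wnt liver with DIO arrays split, and 0.876 and 0.572 over called genes in the first 2.

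Leaving out 1 array at a time, E0771 DIO with Con gave 493 to 1299 genes, with 553, 503, 553 and 493 without Con replicates 1, 2, 3 and 5 and 571 and 554 without DIO replicates 1 and 8. Its lists were 20 to 24. E0771 DIO with DIOSul gave 711 to 1012 genes and 16 to 19 lists. E0771 Con with ConSul gave 0 to 2 genes (1 without Con replicate 2 or 5 and 2 without ConSul replicate 6) and 2 to 15 lists (2 and 7 without Con replicates 3 and 4 and 6 without ConSul replicate 3). metM-Wnt lung DIO with Con gave 4590 to 6038 genes and Con with ConSul 2704 to 3720. metM-Wnt lung DIO with DIOSul gave 1 to 225 genes and 17 to 24 lists, with 1, 157, 225, 3 and 21 genes without DIO replicates 1, 3, 4, 5 and 7 and 115, 18, 18, 20 and 22 without DIOSul replicates 1, 2, 5, 6 and 7. In metM-Wnt liver DIO with Con gave 0 to 1 gene (1 without Con replicate 3) and 15 to 24 lists, and DIO with DIOSul 0 to 2 genes (1 without DIO replicate 4 or DIOSul replicate 1 and 2 without DIOSul replicate 5) and 14 to 25 lists. metM-Wnt liver Con with ConSul gave 1494 to 2182 genes and 11 to 15 lists. The number of arrays limits precision, and genes near background carry no separate flag in these values.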

Differences from the paper's values

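The settings with exchanged metM-Wnt lung labels, with the shared term and without arrays high in muscle or skin genes were chosen only after the values were seen. The smallest and largest group sizes the paper gives, 6 and 8 for the DIO comparisons and 4 and 7 for Con with ConSul, match those counted here. The paper's figures show Hallmark sets, and the lists used here are other sets of genes, matched to them by topic after their values were seen. Of the directions in Fig. 4, the E0771 lists gave 11 of 15 for DIO with Con and 7 of 11 for DIO with DIOSul, those of metM-Wnt lung 7 of 8 and 9 of 11, and those of metM-Wnt liver 8 of 15 and 5 of 9. None was opposite except 2 in metM-Wnt liver DIO with Con, and the others were not called. There angiogenesis genes had a median of 0.25 (limma camera adjusted p = 0.000283, and 0.441 with an estimated correlation) and extracellular matrix genes 0.14 (adjusted p = 0.0322, and 0.656), where Fig. 4C shows both lower.

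Of the directions in Fig. S3 for Con with ConSul, 1 of 1 was met in E0771 and 9 of 14 in metM-Wnt liver tumors with none opposite, and 1 of 14 in metM-Wnt lung tumors with 11 opposite. As Con minus ConSul, the metM-Wnt lung medians opposite to the figure were 0.46 for interferon gamma, 1.26 for type I interferon, 0.58 for inflammatory, 1.62 for complement, 2.21 for xenobiotic, 0.18 for oxidative phosphorylation, 0.49 for fatty acid oxidation, 0.49 for peroxisome and bile acid, 4.26 for adipocyte, 1.22 for matrix and 0.92 for angiogenesis genes. Cholesterol synthesis, at -1.28, went as in the figure. With Con and ConSul labels of the metM-Wnt lung arrays exchanged, a setting chosen after seeing the values, 11 of the 14 are met and 1 is opposite, while in Fig. 4 for metM-Wnt lung DIO with Con 4 of the 7 met as labelled are lost, leaving 3 of 8 met and 2 opposite.

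Some directions not called as reported were met in other settings. In metM-Wnt lung these were angiogenesis in DIO with Con without arrays high in muscle or skin genes (-0.59), and TNF signaling in DIO with DIOSul with B cell and lymph node scores (0.30) and without DIO replicate 6 or DIOSul replicate 1. In metM-Wnt liver DIO with Con they were xenobiotic genes without DIO replicate 2 (-0.13) and muscle genes without arrays high in muscle or skin genes (-0.33). In metM-Wnt liver DIO with DIOSul, type I interferon genes were met without DIO replicate 7 or DIOSul replicate 1 (-0.14 and -0.21), TNF signaling without DIO replicate 2 or 6 or DIOSul replicate 4 or 6 (0.30 to 0.41), and matrix genes by preranked GSEA, with B cell and lymph node scores (0.33) and without DIO replicate 3 or 6 or DIOSul replicate 2, 6 or 7. In Con with ConSul the shared term for the arrays that stand apart gives 1 value for both metM-Wnt lines, and at -0.59 it is no test of cholesterol genes in metM-Wnt liver, whose own median was -0.0704.

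The paper reports evidence that sulindac undid many changes of obesity, metabolic and other. Of the 11 metabolic lists, 2 in E0771, 9 in metM-Wnt lung and 4 in metM-Wnt liver tumors were called in DIO with Con, and 0 of these were called in the same direction in DIO with DIOSul by camera. In metM-Wnt lung 3 and in metM-Wnt liver 1 of them were called in the opposite direction. None of these 4 held with an estimated correlation or by fry in DIO with DIOSul. There fatty acid oxidation in metM-Wnt lung was also lost with array weights and without DIO replicate 2, 4 or 6 or DIOSul replicate 1 or 4, and cholesterol genes without DIO replicate 4 or DIOSul replicate 4 or 7. Oxidative phosphorylation in metM-Wnt liver was lost over genes above the median signal and without DIO replicate 4 or 5 or DIOSul replicate 3. For oxidative phosphorylation Fig. 4 shows the same opposite directions in both metM-Wnt lines, and the paper states that sulindac lowered it in whole tumors. Its metabolic evidence also includes single cells, not analysed here. With metM-Wnt lung labels exchanged, fatty acid oxidation was higher than in Con mice (0.19, camera adjusted p = 0.00125), as it was against DIOSul. Oxidative phosphorylation in E0771, lower in DIO than in DIOSul at a median of -0.0569, was called with array weights (median -0.0594, limma camera adjusted p = 0.0436) and without DIO replicate 2 or 5 or DIOSul replicate 3, 4 or 7. In metM-Wnt lung xenobiotic genes were called lower in DIO than in DIOSul with array weights (-0.45) and without DIO replicate 4 (-0.60), and peroxisome and bile acid genes without DIO replicate 4 (-0.16). In metM-Wnt liver the latter were called without DIOSul replicate 7 (-0.19) and without arrays high in muscle or skin genes (-0.18). Most immune lists went as the paper states at the preset correlation, with 9, 9 and 7 of 12 lower against both groups in E0771, metM-Wnt lung and metM-Wnt liver tumors, and with an estimated one 0 were. The 8 directions read from Fig. 4 for metM-Wnt lung DIO with Con held no immune set, while 10 immune lists were lower there. Some lists were not called though Fig. 4 shows their sets lower. These were the inflammatory and IL6-JAK-STAT3 lists in both E0771 comparisons and in metM-Wnt liver against Con. Complement against Con and type I interferon against DIOSul in metM-Wnt liver were others. Exceptions among called lists were the inflammatory list in metM-Wnt lung tumors, lower than in Con (median -0.71, adjusted p = 0.00688) and higher than in DIOSul mice (0.43, adjusted p = 0.0119), and the IL6-JAK-STAT3 list, higher than in DIOSul mice in metM-Wnt lung (adjusted p = 0.0309) and metM-Wnt liver tumors (0.24, adjusted p = 0.0238).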

Other observations

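The tests of sulindac effects between DIO and Con mice with an estimated correlation were chosen only after the values were seen, and the others before. Neutrophil markers, which include the granule proteins of the first cells at an inflamed site, were higher in E0771 DIO tumors than in Con at 3 of 16 genes (camera adjusted p = 0.000454, 0.0578 by fry, and 0.309 with an estimated correlation). Retnlg rose by 3.54 on the log2 scale (standard error 0.79, limma adjusted p = 0.0114, but 0.0768 with adipocyte and muscle scores and 0.0622 with B cell and lymph node scores in the fit), and the neutrophil score was 0.89 ± 0.82 (SD, n = 8) in DIO and -0.33 ± 0.79 (SD, n = 6) in Con mice (exact p = 0.019). Erythroid markers, of red cells and their precursors, were higher in E0771 DIO than DIOSul tumors by a median of 0.35, with 1 of 6 genes passing (camera adjusted p = 0.0242, and 0.126 with an estimated correlation, exact p = 0.000622 for the score). The erythroid list did not pass by preranked GSEA (adjusted p = 0.0986) or with only these groups in the fit (0.0585).

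Between lines, the DIO with Con differences of metM-Wnt lung tumors differed from those of E0771 at 1310 genes and from those of metM-Wnt liver at 2248 genes, and both tests include the Con arrays with the wider spread of values. Sulindac effects differed between DIO and Con mice at 1754 genes in metM-Wnt lung and 433 in metM-Wnt liver tumors, and these tests include the metM-Wnt lung Con and the metM-Wnt liver ConSul arrays, which stand apart. None of the 25 and 11 lists called in them held with an estimated correlation.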
